# ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis

**DOI:** 10.1038/s41467-024-50225-z

**Published:** 2024-07-17

**Authors:** Jiahui Du, Yili Liu, Jinrui Sun, Enhui Yao, Jingyi Xu, Xiaolin Wu, Ling Xu, Mingliang Zhou, Guangzheng Yang, Xinquan Jiang

**Keywords:** Bone development, Osteoclasts, Chromatin remodelling

## Abstract

Chromatin remodeler ARID1A regulates gene transcription by modulating nucleosome positioning and chromatin accessibility. While ARID1A-mediated stage and lineage-restricted gene regulation during cell fate canalization remains unresolved. Using osteoclastogenesis as a model, we show that ARID1A transcriptionally safeguards the osteoclast (OC) fate canalization during proliferation-differentiation switching at single-cell resolution. Notably, ARID1A is indispensable for the transcriptional apparatus condensates formation with coactivator BRD4/lineage-specifying transcription factor (TF) PU.1 at *Nfatc1* super-enhancer during safeguarding the OC fate canalization. Besides, the antagonist function between ARID1A-cBAF and BRD9-ncBAF complex during osteoclastogenesis has been validated with in vitro assay and compound mutant mouse model. Furthermore, the antagonistic function of ARID1A-“accelerator” and BRD9-“brake” both depend on coactivator BRD4-“clutch” during osteoclastogenesis. Overall, these results uncover sophisticated cooperation between chromatin remodeler ARID1A, coactivator, and lineage-specifying TF at super-enhancer of lineage master TF in a condensate manner, and antagonist between distinct BAF complexes in the proper and balanced cell fate canalization.

## Abstract (web summary)

Cell fate canalization is a core biological event. The authors uncover the role of ARID1A at a super-enhancer region of osteoclast lineage master transcription factor, and antagonistic action between distinct BAF complexes in the proper cell fate canalization.

## Introduction

Cell fate canalization, the successive process of being endowed with a specific cellular identity and function, is a core biological event in development and disease^1,2^. Cellular identity is determined by the temporal and spatial gene expression profiles, which are largely orchestrated by transcription factors (TFs), cis-regulatory elements (promoters and enhancers), as well as epigenetic modifications^3^. Chromatin remodelers play a major role in establishing and maintaining permissive gene transcription states. Multiple families of chromatin remodelers exist, most notably BAF, ISWI, CHD, and INO80 family, all of which are ATP-dependent chromatin remodeling complexes that utilize energy derived from ATP hydrolysis to regulate chromatin architecture and facilitate gene expression via mobilizing and repositioning nucleosomes^4^.

The mammalian BAF family is characterized by a highly polymorphic structure, with a variety of common as well as complex-specific subunits assembling into three distinct BAF complexes, termed canonical BAF (cBAF), polybromo-associated BAF (PBAF), and noncanonical BAF (ncBAF)^4^. ARID1A, which is the core component of the cBAF complex, contains a DNA-binding domain and mediates the chromatin remodeling function^5^. Recent studies have found that ARID1A plays a critical role during cell fate determination of multiple tissues in development and disease^6^. For example, ARID1A regulates the fate commitment and differentiation of embryonic stem cells^7^, hematopoietic stem cells^8,9^, dental mesenchymal stem/progenitor cell^10,11^ by modulating nucleosome occupancy, and the poised chromatin configuration at specific loci. Besides, ARID1A has also been shown to have roles to play in thermogenesis accompanied by the enhancer-promoter (E-P) proximity of thermogenic genes depending on beta-adrenergic signaling^12^. While most previous studies are based on bulk-level results, the inevitable cellular heterogeneity could blur the vision of the cellular and molecular mechanism mediated by ARID1A in the cell fate canalization of stem and progenitor cells.

In addition, it is still unclear how chromatin remodeler ARID1A, expressed in a broad range of cells, could regulate specific cell type identity in a particular development process. Mammalian cell identity is controlled by super-enhancers (SEs), which are large clusters of transcriptional enhancers that are occupied by an unusually high density of interacting factors and drive higher levels of transcription than most typical enhancers^13,14^. A previous study has shown that at SE regions, BRD4 and mediator form liquid-like condensates that compartmentalize and concentrate the transcription apparatus to maintain the expression of key cell-identity genes^15^. However, the link between the function of ARID1A and the specific SE activity in cell fate decisions is unclear.

Besides bona fide roles of the cBAF complex during cell fate commitment in most case^7–11,16^, our recent study has shown that BRD9-ncBAF negatively regulates cell differentiation during osteoclastogenesis through STAT1/IFN-β signaling^17^. The complexity of composition and function of distinct BAF complexes is the adapting outcome of the evolutionary diversification and biological complexity of the organisms, particularly in mammalian species. While the stage and context-specific targeting on chromatin and function of distinctive BAF complex in a defined cell fate canalization remain largely undefined.

Osteoclasts (OCs), as the exclusive bone-resorbing cells, cooperate with bone-forming osteoblasts maintaining bone development and homeostasis. In the last decades, it has been quite well-documented that OCs are hematopoietic myeloid lineage and derived from bone marrow cells (BMCs) followed by a series of activation, proliferation, and maturation processes under recombinant receptor activator of nuclear factor κB (NF-κB) ligand (RANKL) and macrophage colony-stimulating factor (M-CSF) induction^18^. Although fundamental effort has been made to understand the master regulators during osteoclastogenesis, the dynamic regulation of chromatin remodelers on gene transcription and differentiation trajectory at single-cell resolution remains unclear^19^.

Here, we have used osteoclastogenesis as a prototypical model to investigate the role of ARID1A in the cell fate canalization of stem and progenitor cells at single-cell resolution. We have found that *Arid1a* deficiency in myeloid progenitor compromises OC lineage commitment during proliferation-differentiation switching, leading to excessive bone mass. Notably, our data suggest that ARID1A is indispensable for the transcriptional apparatus condensates formation with coactivator BRD4/lineage-specifying TF PU.1 at master TF *Nfatc1* SE region, thereby safeguarding OC fate canalization. Besides, the antagonist between ARID1A-cBAF and BRD9-ncBAF complex during OC fate canalization has been validated. Furthermore, we show that the antagonistic action of ARID1A-“accelerator” and BRD9-“brake” both depend on coactivator BRD4-“clutch” during OC fate canulization. Overall, these findings further expand our knowledge of sophisticated cooperation between chromatin remodeler ARID1A, coactivator, and lineage-specifying TF at master TF SEs in a condensate manner, and the antagonist between distinct BAF complexes in the proper and balanced cell fate canalization.

## Results

### Loss of *Arid1a* leads to excessive bone mass with compromised osteoclastogenesis

Myeloid-specific *Cre*-recombinase (*Cre*)-expressing mouse line, those expressing Cre driven by the lysozyme M promoter (*LysM-Cre* mice) were crossed with Tdtomato (tdT) reporter mice to trace the myeloid cell fate. We found that ARID1A is broadly expressed in BMCs, including cathepsin K (CTSK)+ OCs from LysM+ myeloid lineage (Tdt+CTSK+ cell) on the surface of the trabecular bone of the distal femur from the 4-week-old mouse (Fig. 1a). Moreover, BMCs were cultured with M-CSF and RANKL to further evaluate the expression pattern and level of ARID1A during OC differentiation (Fig. 1b). Colocolization of ARID1A immunofluorescence and tartrate-resistant acid phosphatase (TRAP) staining showed that ARID1A was expressed in TRAP+ multinuclear OC in vitro (Fig. 1c). In addition, the expression of ARID1A is gradually upregulated after RANKL treatment both at mRNA and protein level during the osteoclastogenesis (Fig. 1d, e).

**Fig. 1:**
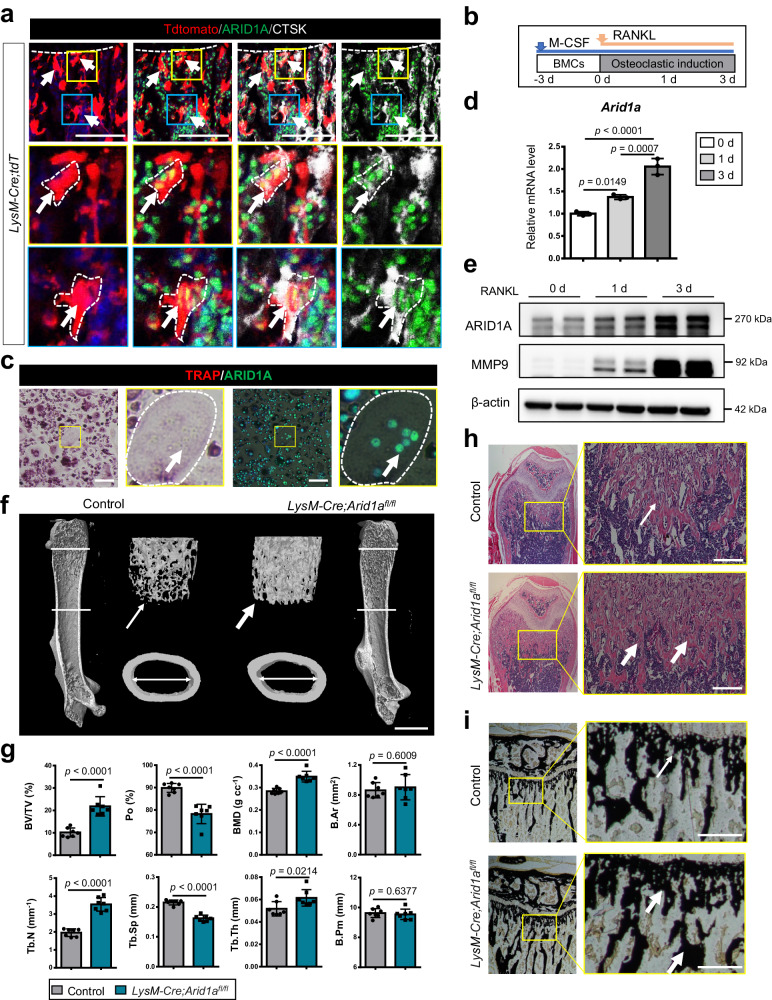
Loss of *Arid1a* in myeloid lineage leads to excessive bone mass. **a** Immunofluorescence staining of ARID1A and CTSK in the distal femur of 4-week-old *LysM-Cre;tdT* mouse. Arrows indicate LysM+ myeloid lineage ARID1A + CTSK+ osteoclasts (OCs). Scale bar, 100 μm. **b** Schema for osteoclastic differentiation stages of BMCs in vitro. Bone marrow cells, BMCs. **c** Immunofluorescence staining of ARID1A and TRAP staining in BMCs after 3 days of RANKL-induction. Yellow boxes are shown at higher magnification on the right. The dashed line outlines the cell boundaries of OCs. Scale bar, 100 μm. **d** *Arid1a* mRNA expression in BMCs at indicated days after RANKL-induction, as measured by qPCR. *n* = 3 biologically independent samples. **e** ARID1A and MMP9 protein expression in BMCs at indicated days after RANKL-induction, as measured by western blot. **f** Representative micro-CT image of the distal trabecular bone and cortical bone of femurs from 3-month-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice. Thicker arrows indicate the increased bone mass. Scale bar, 2 mm. **g** Quantification analysis of bone volume/tissue volume ratio (BV/TV), porosity percent (Po), bone mineral density (BMD), trabecular number (Tb.N), trabecular separation (Tb.Sp) and trabecular thickness (Tb.Th) of the distal femoral trabecular bone, mean total crossectional bone area (B. Ar) and mean total crossectional bone perimeter (B. Pm) of cortical bone in the femoral midshaft from 3-month-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control male mice. *n* = 7. **h** H&E staining of femurs from 3-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice. Thicker arrows indicate the increased bone mass. Scale bar, 200 μm. **i** Von Kossa staining of mesial tibias from 6-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice. The box in the left panel is shown at a higher magnification on the right. Thicker arrows indicate the increased bone mass. Scale bar, 200 μm. All data in this figure are represented as mean ± SD. One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test for **d**. Two-tailed Student’s *t*-test for **g**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

To further determine whether ARID1A plays a crucial role during osteoclastogenesis, mice bearing *loxP* sites encompassing the *Arid1a exon5-exon6* (*Arid1a*^*fl/fl*^ mice) were crossed with *LysM-Cre* mice. Mice lacking *Arid1a* in *LysM*-Cre-expressing cells, hereafter referred to as *LysM-Cre;Arid1a*^*fl/fl*^ mice (Supplementary Fig. 1a). It showed that ARID1A was knocked out efficiently at protein levels in BMCs from *LysM-Cre;Arid1a*^*fl/fl*^ mice (Supplementary Fig. 1b, c). In μCT analysis, *LysM-Cre;Arid1a*^*fl/fl*^ mice exhibited increased femoral trabecular bone mass compared to control male mice at 3 months of age, with significantly increased bone volume/tissue volume ratio (BV/TV), bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb.Th) and decreased trabecular separation (Tb.Sp) and porosity percent (Po) of the distal femoral trabecular bone (Fig. 1f, g). While there is no significant change in the cortical bone parameters between control and ARID1A KO mice based on the μCT analysis, such as mean total crossectional bone area (B. Ar) and mean total crossectional bone perimeter (B. Pm) of cortical bone in the femoral midshaft (Fig. 1f, g). We speculated that there could be some other redundant regulatory mechanism for osteoclastogenesis after loss of *Arid1a* in cortical bone. Consistently, it has been reported that different properties of bone remodeling or modeling activity exist between trabecular and cortical bone^20^. Histologically, the H&E staining (Fig. 1h) and Von Kossa staining (Fig. 1i) results showed the increased bone mass and mineralization in the distal femurs and mesial tibias after *Arid1a* loss in myeloid cell lineage compared with littermate control mice at 3 and 6 weeks of age. The bone phenotype is further validated to be maintained in female mice at 6 months of age in skeletally mature animals with μCT analysis (Supplementary Fig. 2a, b) and H&E staining (Supplementary Fig. 2c, d).

We further individually examined osteoclastic bone resorption and osteoblastic bone formation. We found that the osteoclastic bone resorption surface decreased on the distal femur bone surface from *LysM-Cre;Arid1a*^*fl/fl*^ mice at 3 weeks of age (Fig. 2a, b). While the osteoblast surface per bone surface (Fig. 2c, d) and osteoid surface per bone surface (OS/BS) (Fig. 2e, f) on the trabecular bone surface underneath the growth plate were comparable between *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice using toluidine blue staining and GRB staining^21^ at 3 weeks of age. Safranin O/fast green staining and quantification revealed the large persistence of unresorbed calcified cartilage underneath the growth plate of the distal femurs from *LysM-Cre;Arid1a*^*fl/fl*^ mice at 3 weeks of age (Fig. 2g, h). This result further suggests that osteopetrotic phenotypes caused by ARID1A inactivation are typically associated with the persistence of unresorbed calcified cartilage. Thus, considering the above findings, it is conceivable that the defective osteoclastogenesis following *Arid1a* ablation compromises bone resorption, leading to excessive bone mass. The measurements of serum biomarkers of bone resorption (TRAP and CTX-I) and bone formation (OCN and P1NP) showed that the bone resorption was suppressed without apparent change on the bone formation ability in control and *LysM-Cre;Arid1a*^*fl/fl*^ male mice at 3-month-old (Supplementary Fig. 2e). The defective osteoclastogenesis is also validated to be maintained in the distal femur of ARID1A depleted female mice at 6 months of age using immunofluorescence staining and quantification of CTSK (Supplementary Fig. 2f, g).

**Fig. 2:**
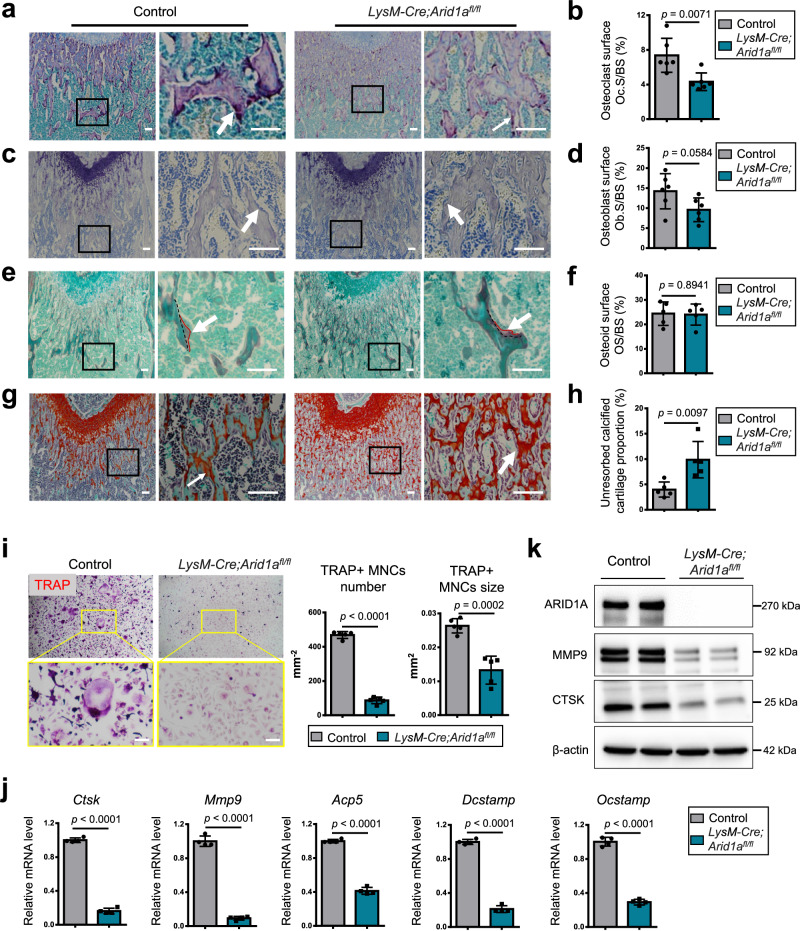
Loss of *Arid1a* in myeloid lineage leads to compromised OC lineage commitment. **a** TRAP staining (red) and **b** osteoclastic surface quantification, **c** toluidine blue staining and **d** osteoblastic surface quantification, **e** GRB staining and **f** osteoid surface quantification, **g** safranin O/fast green staining and **h** quantification of persistence of unresorbed calcified cartilage of distal femoral trabecular bone from 3-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice. The box on the left is shown at a higher magnification on the right. Scale bar, 100 μm. *n* = 6 biologically independent samples in **b** and **d**; *n* = 5 biologically independent samples in **f** and **h**. **i** TRAP staining and quantification analysis of BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Scale bar, 100 μm. *n* = 5 biologically independent samples. **j** The mRNA expression of osteoclastic-specific genes of *Ctsk, Mmp9, Acp5*, *Dcstamp*, and *Ocstamp* in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice compared with that from control littermates after RANKL-induction, as measured by qPCR. *n* = 4 biologically independent samples. **k** The protein expression of ARID1A, MMP9, and CTSK in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice compared with that from control littermates after RANKL-induction, as measured by western blot. All data in this figure are represented as mean ± SD. Two-tailed Student’s t-test for **b,** **d,** **f,** **h,** **i** and **j**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

Furthermore, the BMCs from *LysM-Cre;Arid1a*^*fl/f*^ and control mice were administered with RANKL for osteoclastic induction in vitro. In line with the role of *Arid1a* in vivo, we found that ARID1A loss leads to a decreased number and size of TRAP+ multinuclear cells after RANKL-induction (Fig. 2i). And the expression of osteoclastic-specific genes of CTSK, matrix metallopeptidase 9 (MMP9), tartrate-resistant acid phosphatase 5 (ACP5), dendritic cell-specific transmembrane protein (DCSTAMP) and OC stimulatory transmembrane protein (OCSTAMP), were decreased after loss of *Arid1a* (Fig. 2j, k).

### ARID1A transcriptionally safeguards the OC fate canalization during proliferation-differentiation switching

To investigate how chromatin remodeler ARID1A transcriptionally promotes the OC lineage determination from myeloid progenitor cells, we assessed the change of mRNA expression after *Arid1a* depletion at an early stage of 24 h post-RANKL induction using high-throughput mRNA sequencing at single cell level (scRNA-Seq) (Fig. 3a).

**Fig. 3:**
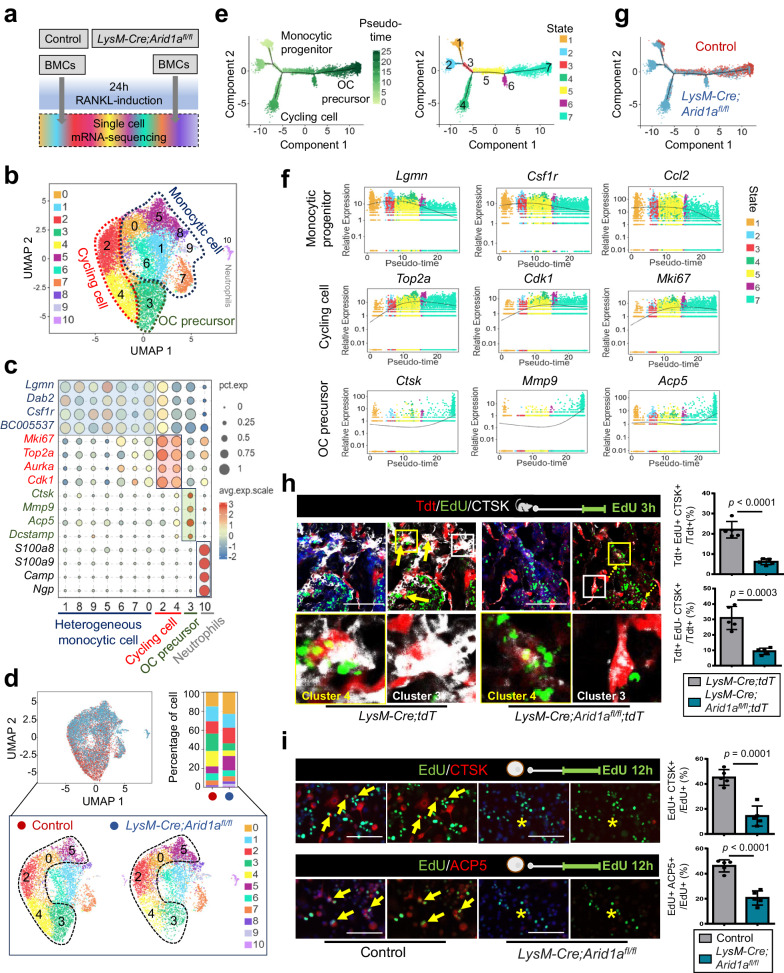
ARID1A transcriptionally safeguards the OC fate canalization during proliferation-differentiation switching. **a** Schematic workflow of single-cell mRNA-sequencing experiments. **b** Uniform manifold approximation and projection (UMAP) visualization of 11 clusters in the OC culture system, representing four major different cell types based on known differentiation marker genes expression, as shown in the dot plot **c**. **d** UMAP plot comparison and change of the proportion of each cell cluster between the control group and *LysM-Cre;Arid1a*^*fl/fl*^ group. **e** Pseudotime analysis showing the OC differentiation process passing through stepwise states. Left: Pseudotime trajectory colored by timeline; Right: pseudotime trajectory colored by cell states. **f** The dynamic expression patterns of signature genes during the trajectory of osteoclastogenesis by cell states. **g** Pseudotime trajectories of the control group and *LysM-Cre;Arid1a*^*fl/fl*^ group. **h** Immunofluorescence and quantification of CTSK (white) and visualization of EdU (green) and tdT (red) in the distal femur of 4-week-old male *LysM-Cre;tdT* mice *and LysM-Cre;Arid1a*^*fl/fl*^*;tdT* mice. The Schematic at the top right indicates the EdU labeling protocol. The colored boxes in the first panel are enlarged below. Yellow boxes and arrows indicate Tdt+EdU+CTSK+ cells, referred to as cluster 4, and white boxes indicate Tdt+EdU-CTSK+ cells, referred to as cluster 3. Scale bar, 100 μm. *n* = 5 biologically independent samples. **i** Immunofluorescence and quantification of CTSK (red) or ACP5 (red) and visualization of EdU (green) in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. The Schematic at the top right indicates the EdU labeling protocol. Yellow arrows indicate EdU+CTSK+ or EdU+ACP5+ cells. The asterisk indicates no signal. Scale bar, 100 μm. *n* = 5 biologically independent samples. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for **h** and **i**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

We analyzed the scRNA-seq profiles of 11,118 cells that passed quality-control criteria, comprising 5813 cells in the control group and 5305 cells in the *LysM-Cre;Arid1a*^*fl/fl*^ group, respectively. An unsupervised graph-based clustering approach has defined 11 clusters (Fig. 3b). Based on the reference^22^, cluster 3 exhibited high expression of OC marker genes (*Ctsk*, *Mmp9*, *Acp5*, and *Dcstamp*), indicating that cluster 3 comprised OC precursors. Cluster 1, 8, 9, 5, 6, 7, and 0 exhibited marker genes of monocytic cells (*Lgmn*, *Dab2*, *Csf1r*, and *BC005537*) at diverse levels, suggesting that monocytic cells contain highly heterogeneous populations of cells. Cluster 2 and 4 represent proliferating populations, exhibiting high marker genes of *Mki67*, *Top2a*, *Aurka*, and *Cdk1*. In particular, cluster 2 represents a monocytic precursor population with high proliferating properties, while cluster 4 represents a cycling population with expression initiation of OC marker genes. Cluster 10 exhibited marker genes for neutrophils (*S100a8*, *S100a9*, *Camp*, and *Ngp*) (Fig. 3c).

To decipher the accurate regulation stages mediated by chromatin remodeler ARID1A during the cell fate decision process of osteoclastogenesis, changes in the proportion of each cell cluster between the control group and *LysM-Cre;Arid1a*^*fl/fl*^ group were compared. We found that major changes appear in cluster 5, 0, 2, 4, and 3 with increased proportion in cluster 5, 0, and 2 while decreased proportion in clusters 4 and 3 (Fig. 3d and Supplementary Fig. 3a). The sharply decreased number of post-mitotic OC precursors in cluster 3 is consistent with the defective osteoclastogenesis phenotype in above findings (Fig. 1 and Fig. 2). To illustrate the specific stage initiating the defective differentiation process, we further performed pseudotime analysis using monocle2, a method which can predict the differentiation trajectory based on individual cell’s asynchronous progression of the process. Pseudotime analysis showed monocytic progenitor differentiates into OC precursor via stepwise pathways (Fig. 3e). During this trajectory, the expression levels of monocytic progenitor (*Lgmn*, *Csf1r* and *Ccl2*) were progressively downregulated, the expression levels of osteoclastic genes (*Ctsk*, *Mmp9* and *Acp5*) were progressively elevated, with expression levels of proliferating marker gene peak at the middle stage (Fig. 3f).

When comparing the trajectory between the control group and *LysM-Cre;Arid1a*^*fl/fl*^ group, the switching from proliferation to differentiation is hindered after the loss of *Arid1a* (Fig. 3g). Using Tdt as a reporter to trace the myeloid cell fate and EdU to label cell in DNA synthesis phase, we found that the cell number of EdU+CTSK+ OCs from *LysM*+ myeloid lineage (Tdt+EdU+CTSK+ cell, refer as the cluster 4) and EdU-CTSK+ OCs from *LysM*+ myeloid lineage (Tdt+ EdU-CTSK+ cell, refer as the cluster 3) were decreased apparently on the bone surface of the femurs in the mutant mice compared to control mice at 4 weeks of age, suggesting compromised OC lineage commitment at post-mitotic stage after loss of *Arid1a* (Fig. 3h). To further validate the bioinformatic results, we trace the proliferating cell labeled by EdU in the DNA synthesis phase during OC differentiation in vitro. Twelve hours later, CTSK+ or TRAP+ cells with EdU-labeling, which represent they go through the normal transition of proliferation-differentiation during the detection period, are scarce after loss of *Arid1a* (Fig. 3i).

Therefore, we can conclude that ARID1A is indispensable for safeguarding the canalization during the transition of proliferation-differentiation, and ARID1A loss leads to defective cell fate commitment during osteoclastogenesis.

### ARID1A activates OC master TF *Nfatc1* transcription at SE during the proliferation-differentiation transition

To further investigate the transcriptional regulation mechanism mediated by ARID1A, we focused on the change in the transcriptional profile in the differentiation trajectory after the loss of *Arid1a*. KEGG enrichment analysis showed lysosome, chemokine signaling pathway, and metabolic pathways are highly enriched in cluster 5 and 0, cell cycle and DNA replication are enriched in cluster 2, ribosome-associated pathways are highly enriched in cluster 3, and both DNA replication and ribosome-associated pathways are enriched in cluster 4 (Supplementary Fig. 3b–f). Both pseudotime analysis (Fig. 4a) and the partition-based graph abstraction (PAGA) (Fig. 4b) showed that cluster 4, the key cell population of proliferation-differentiation switching is the initiative defective cell cluster after loss of *Arid1a*. Then the changes in the transcriptional profile of cluster 4 after loss of *Arid1a* were analyzed. There are 1266 upregulated genes and 503 downregulated genes after loss of *Arid1a*, which highly enriched on OC differentiation as expected (Fig. 4c).

**Fig. 4:**
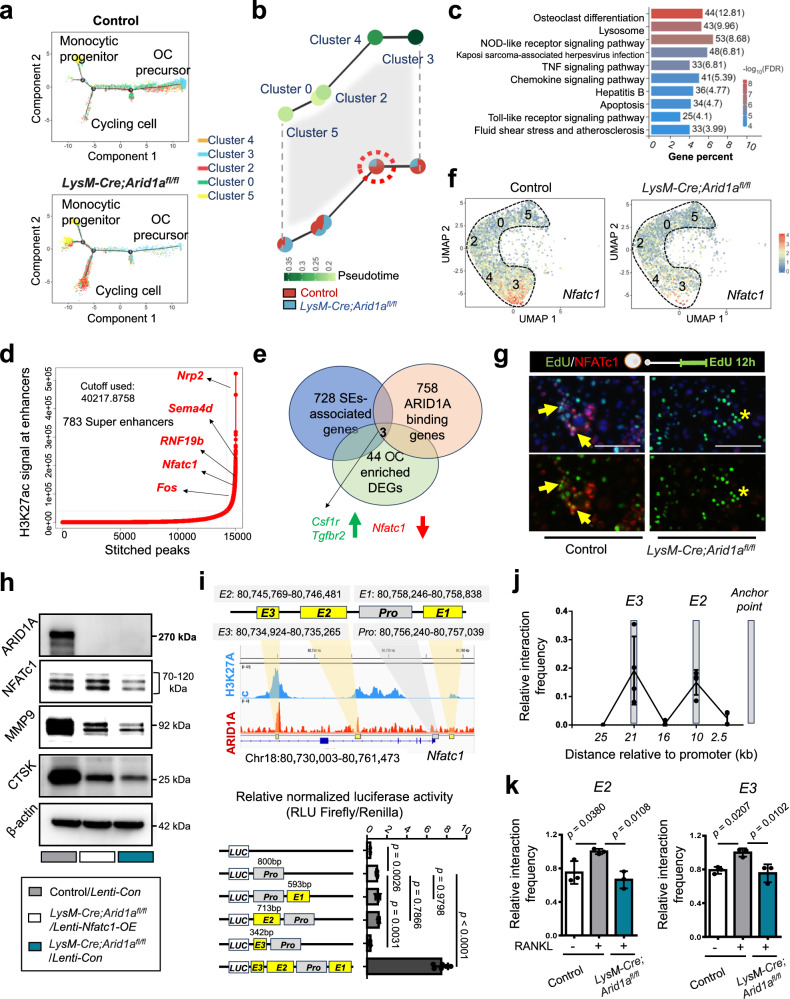
ARID1A activates *Nfatc1* transcription at SE during proliferation-differentiation switching. **a** Pseudotime trajectory colored by cell clusters. **b** PAGA graph showing trajectory colored by the timeline in upper and the proportion in the target cell cluster in lower. **c** Bar plot of the top 10 enriched KEGG pathways in cluster 4 between control and *LysM-Cre;Arid1a*^*fl/f*^ group. **d** Total H3K27Ac ChIP-seq signal in units of reads per million in enhancer regions for all enhancers in BMCs after RANKL-induction. **e** Venn diagram showing overlapping genes between ARID1A occupied, SE-associated genes with OC-associated DEGs after loss of *Arid1a* within cluster 4. **f** UMAP visualization of *Nfatc1* expression in control and *LysM-Cre;Arid1a*^*fl/fl*^ group. **g** NFATc1 immunofluorescence and EdU visualization in RANKL-inducted BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ mice. Yellow arrows indicate EdU+ NFATc1+ cells. Scale bar, 100 μm. **h** ARID1A, NFATc1, MMP9, and CTSK protein expressions in *Nfatc1*-overexpressed (OE) and control BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group after RANKL-induction. **i** Luciferase reporter activity driven by *Nfatc1* promoter and enhancer elements. Gene tracks of H3K27Ac and ARID1A ChIP-seq occupancy at the super enhancer of *Nfatc1* in RANKL-induced BMCs (top panel). Gray box indicates promoter region (*Pro*). Yellow boxes indicate the presentative enhancer regions upstream (*E1*) and downstream (*E2* and *E3*). Data were normalized to Renilla internal control. *n* = 6 biologically independent samples. **j** 3C-qPCR analysis of interaction frequency percentage of the restriction fragments with the anchor point fixed near *Nfatc1* promoter in 24 h RANKL-induced BMCs. The gray shadows highlight the regions containing *E2* and *E3* enhancer elements and the anchor point. *n* = 4 biologically independent samples. **k** Interaction frequency of the restriction fragments in *E2*, *E3* with *Nfatc1* promoter in BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ mice with or without 24 h RANKL-induction. *n* = 3 biologically independent samples. Short-range ligation product used for normalizion for **j,** **k**. All data in this figure are represented as mean ± SD. One-way ANOVA with Dunnett’s multiple comparisons test for **i,** **k**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

It is known that many chromatin regulators are expressed broadly in a variety of cell types and contribute generally to gene expression^23^. Thus, it is unclear how chromatin remodeler ARID1A could regulate specific cell type identity in a particular development process. SEs, which are characterized by disproportionately high levels of histone modification marker H3K27Ac, are large clusters of transcriptional enhancers that drive the expression of genes that define mammalian cell identity^13,14^. To investigate whether ARID1A mediates OC canalization safeguarding through modulation of the activity of SE at cell identity genes, we obtained the genome-wide binding profile of ARID1A and the SEs-associated histone modification marker H3K27Ac in BMCs during osteoclastogenesis after RANKL treatment using chromatin immunoprecipitation followed by sequencing (ChIP-seq). 

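Chromatin of control BMCs cultured with 50 ng/ml M-CSF and 100 ng/ml RANKL for 24 h was precipitated with an antibody to ARID1A, a subunit of the BAF chromatin remodeling complex, and with an antibody to H3K27Ac, a mark of active enhancers and promoters. Each antibody gave 1 library, and input libraries were sequenced with them. There were no replicates, so no difference between conditions was tested. The authors aligned the reads to GRCm39 with Bowtie 2, filtered out multiple aligned reads with Picard, called peaks on uniquely mapped reads without duplicates with MACS2 at a *p* threshold of 0.05 and annotated them with ChIPseeker. The paper's Reporting Summary gives 64103964 uniquely mapped reads for ARID1A and 47944961 for H3K27Ac, with 36496672 and 43695193 for the control input libraries. The authors' lists hold 56540 ARID1A peaks with a median length of 294 bp, which cover 18.6 Mb, and 44715 H3K27Ac peaks with a median length of 907 bp, which cover 64.1 Mb. Every peak carries the authors' pileup, fold enrichment over input, *p* and *q*, and these scores served only to rank and filter peaks within one list. Unless stated otherwise, ARID1A peaks were taken at a *p* threshold of 0.001 and H3K27Ac peaks at a *p* threshold of 0.05. Of these ARID1A peaks 41.3% lay in introns, 35.3% in distal intergenic regions and 14.2% in promoters, and 52.2% (exact 95% binomial interval 51.1 to 53.4) overlapped an H3K27Ac peak. The ARID1A peak with the highest −log10 *p*, 21.9, was annotated to *Cass4*, which encodes an adhesion docking protein (chromosome 2, 172242945 to 172243366), and *Nlrp1b*, an inflammasome sensor, *S100a3*, *Noct*, *Asap1* and *Ski* were also among the genes of the 10 strongest peaks. All intervals cover counting error only.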

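Genes of the lysosome and of monocytes and macrophages were frequent among the genes assigned to super-enhancers in RANKL-treated control BMCs. By the authors' assignment, the second in rank belonged to *Fth1*, the heavy chain of ferritin (chromosome 19 of GRCm39, 9888553 to 9969470), and the third to *Psap*, the precursor of the lysosomal saposins (chromosome 10, 60076565 to 60136905). *Lgals3*, *Mcl1*, *Plekho2*, *Gpnmb* and *Mpeg1* were also among the 10 highest, and the region at rank 12, assigned to the cathepsin gene *Ctss*, also covers *Ctsk*, the collagen-degrading protease of OCs (chromosome 3, 95386054 to 95462310). Of 31 lysosomal genes 12 had a super-enhancer, among them *Ctsb*, *Ctsd*, *Lamp1* and *Npc1*, which is 13.2 times the share of all protein-coding genes (exact 95% interval 7.47 to 19.8). Of 26 monocyte and macrophage genes 8 had one, among them *Irf8*, *Maf* and *Tlr4*, which is 10.5 times that share (4.90 to 17.7). Of 24 interferon and STAT1 genes only *Ifnar2*, a subunit of the type I interferon receptor, had one, and of 17 B and T lymphocyte genes only *Cd4*. No super-enhancer was assigned to any of 20 cell cycle, 14 neutrophil, 10 erythroid, 14 osteoblast and stroma, or 26 BAF complex genes, or to any of 23 genes of other tissues. For these lists and the interferon and lymphocyte lists, random gene lists matched for length had means of 0.196 to 0.987 genes with one. None of these counts therefore shows a depletion. Of 14 housekeeping genes 3, *Actb*, *Hspa8* and *Ubc*, had one, which is 7.33 times the share of all protein-coding genes (1.59 to 17.4). Among genes with an H3K27Ac peak only, from which super-enhancers are built, the ratios were 6.70 for lysosomal, 4.82 for monocyte and macrophage and 4.08 for housekeeping genes. The authors stitched H3K27Ac peaks outside promoters into enhancers and ranked them by H3K27Ac signal. Their table lists 783 super-enhancers of 4.36 to 181 kb with a median of 34.3 kb, a median of 7 stitched peaks and 30.3 Mb in all. They hold 6827 H3K27Ac peaks, 15.3% of the list, with a median length of 980 bp against 895.5 bp for the others. Typical enhancers were not analysed here.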

We have identified 15039 enhancer regions with 783 SE regions that differed from typical enhancers in both size and H3K27Ac levels (Fig. 4d). Enhancers tend to loop to and associate with adjacent genes to activate their transcription, with most of these interactions occurring within a distance of 50 kb^24,25^. 

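Super-enhancers were also assigned to genes of RANK signaling, OC TFs and OC effectors. Of 38 genes of RANK signaling and OC TFs 11 had a super-enhancer, 9.90 times the share of all protein-coding genes (exact 95% interval 5.28 to 15.7), and in gene lists matched for length a mean of 1.17 had one. They included *Mitf*, a TF of the OC and melanocyte lineages (rank 44, chromosome 6, 97765278 to 97847163), *Syk*, the kinase downstream of ITAM receptors (rank 79), *Spi1*, which encodes PU.1 (rank 91, chromosome 2, 90910388 to 90921259), *Junb* (rank 162) and *Trem2* (rank 304). Of 26 OC effector genes 5 had one, namely the proton pump subunits *Tcirg1* and *Atp6v1c1*, the chloride channel *Clcn7*, *Cd47* and *Cd9*, which is 6.58 times the share of all protein-coding genes (2.24 to 13.5). Among genes with an H3K27Ac peak only, the ratios were 5.25 for RANK signaling and OC TFs and 4.21 for OC effectors. The 783 regions carried 728 different assigned genes, and 24 regions carried no gene name. The longest, on chromosome 8 from 127478823 to 127660180, was among those without a gene name and covers *Tomm20*, an import receptor of mitochondria. For 747 super-enhancers the assigned gene was found in GENCODE M39, and in 600 of them (80.3%) a transcript of that gene started inside the region. The nearest transcript start lay within 50 kb for 708 super-enhancers and farther away for 39, up to 270.8 kb. When each gene the authors list as overlapping or proximal was counted in place of the closest one, the number of genes was 2414.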

Using a simple proximity rule, we assigned all transcriptionally active genes (TSSs) to SEs within a 50 kb window and identified 728 genes associated with SEs (Supplementary Data 1). 

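*Nrp2*, *Sema4d*, *Rnf19b*, *Nfatc1* and *Fos* each lay at a super-enhancer, and the regions differed in length and in the number of ARID1A peaks inside them. *Nrp2*, which encodes a receptor for semaphorins and VEGF, had the region of rank 28 (chromosome 1, 62717291 to 62818302, 101 kb), with 4 ARID1A peaks. The strongest lay in an intron from 62775638 to 62775980, with a fold enrichment of 4.03 and a −log10 *p* of 5.33. *Rnf19b*, which encodes an E3 ubiquitin ligase, had the region of rank 236 (chromosome 4, 128894720 to 128976975, 82.3 kb), with 2 ARID1A peaks and a highest fold enrichment of 3.39. *Sema4d*, a semaphorin through which OCs restrain osteoblasts, had the region of rank 66 (chromosome 13, 51883650 to 51899286), which is a single H3K27Ac peak with a fold enrichment of 38.7 and holds no ARID1A peak at a *p* threshold of 0.001. *Fos*, which encodes a component of AP-1, had the region of rank 768 (chromosome 12, 85532247 to 85545114), also without an ARID1A peak at that threshold. Its ARID1A peak lay outside the region, from 85570478 to 85570715, with a fold enrichment of 3.37. The region of *Nfatc1*, the master TF of OCs, had rank 500 and a length of 27.5 kb.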

The SE-associated genes include multiple genes that have previously been shown to be involved in osteoclastogenic programs^26^, including *Nrp2*, *Sema4d*, *RNF19b*, *Nfatc1*, and *Fos* (Fig. 4d). Then, we compared the SE-associated 728 genes and ARID1A occupied 758 genes and identified 143 genes in common (Fig. 4e and Supplementary Data 2).

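Most genes with a super-enhancer were also named by an ARID1A peak. At a *p* threshold of 0.001 the authors' annotation of ARID1A peaks named 5495 genes, and 449 of the 728 genes with a super-enhancer (61.7%) were among them. They included *Csf1r*, the M-CSF receptor, *Mitf*, *Spi1*, *Junb*, *Nfkbia*, the inhibitor of NF-kB, and *Tcirg1*. Among genes with an H3K27Ac peak and a known length, 437 were in both sets, against a mean of 201.8 for random gene lists matched for length (95% of lists from 180 to 223), a ratio of 2.17. Genes with both a super-enhancer and an ARID1A peak made up 9 of 31 lysosomal genes (14.3 times the share of all protein-coding genes), 7 of 26 monocyte and macrophage genes (13.2 times), 10 of 38 genes of RANK signaling and OC TFs (12.9 times) and 3 of 14 housekeeping genes (10.5 times, 2.29 to 24.9). Among genes with an H3K27Ac peak only, these ratios were 6.94, 5.72, 6.80 and 5.80. ARID1A peaks, with or without a super-enhancer, were found at 30 of those 38 genes, 17 of 26 monocyte and macrophage genes and 11 of 26 OC effector genes. They were found at 13 of 31 lysosomal and 6 of 24 interferon and STAT1 genes. Of the other lists, 1 of 20 cell cycle genes (*Kif11*), 3 of 14 neutrophil, 2 of 17 lymphocyte (*Cd2* and *Gata3*), 1 of 10 erythroid (*Gypa*), 3 of 14 osteoblast and stroma, 5 of 23 other-tissue, 4 of 14 housekeeping and 7 of 26 BAF complex genes had one. The share of all protein-coding genes was 18.2%. Among genes with an H3K27Ac peak only, the ratios were 2.61 for RANK signaling and OC TFs and 2.27 for monocyte and macrophage genes. They were 1.59 for OC effector (percentile 93.6 of random lists), 1.38 for lysosomal and 0.725 for interferon and STAT1 genes. Inside super-enhancers lay 914 ARID1A peaks, 12.2% (11.5 to 13.0), against 1.30% for peaks placed at random on the same chromosomes (0.882 to 1.71 over 1000 placements). At a *q* threshold of 0.05 the authors' annotation named 769 genes, 148 of them with a super-enhancer, and 24.0% of the ARID1A peaks lay inside super-enhancers.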

Linking the ARID1A occupied, SE-associated genes profile with the change in transcription profile after ARID1A loss allows inference of the potential functional downstream targets of ARID1A. Therefore, we compared the 143 ARID1A-occupied, SE-associated genes with the 44 OC differentiation-associated differentiated expressed genes after loss of *Arid1a* within cluster 4, the key population determining OC fate (Fig. 4c and Supplementary Data 3), which suggests the potential key targets of ARID1A during OC fate determination. 

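Of the 44 OC differentiation genes of Supplementary Data 3, 10 had both a super-enhancer and an ARID1A peak, among them receptors, kinases and TFs. *Csf1r*, *Tgfbr2* and *Nfatc1* had the strongest ARID1A peaks among them. The ARID1A peak at *Csf1r* lay in intron 2 on chromosome 18 from 61241612 to 61242021, and its super-enhancer (rank 89, 61200400 to 61265149) held 4 ARID1A peaks. The strongest ARID1A peak named for *Tgfbr2*, a TGF-β receptor, had a −log10 *p* of 8.24 and lay on chromosome 9 from 116205137 to 116205465, 201 kb from its TSS, while its super-enhancer (rank 702, 115952229 to 116008985) held 2 others. The other genes were *Map3k14*, the NF-kB-inducing kinase, with a −log10 *p* of 6.80, *Ifngr1*, a receptor subunit for interferon-γ, with 5.87, *Sirpa* with 4.71, *Mapk14* with 3.87, *Fos*, *Ncf1*, a subunit of the NADPH oxidase, with 3.29 and *Trem2*, a receptor that signals through DAP12, with 3.03. Of the 44 genes, 12 had a super-enhancer and 23 an ARID1A peak. At a *q* threshold of 0.05, 5 had both. The study chose the 44 genes on its own single-cell data, which were not analysed here. By linking ARID1A occupancy at super-enhancers with the change in expression after loss of *Arid1a*, the paper proposes the genes in both lists as potential key targets of ARID1A in OC fate determination.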

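*Nfatc1* (ENSMUSG00000033016) lies on the minus strand of chromosome 18 in GRCm39, from 80649266 to 80756295, and its super-enhancer spans the promoter and the first introns, from 80732003 to 80759473. Its single ARID1A peak lay in intron 2 from 80734760 to 80735429, with its summit at 80735166, 21.13 kb downstream of the TSS. The authors' pileup at the summit was 14.1, with a fold enrichment of 5.02 and a −log10 *p* of 8.41, and the peak ranked 183 in the ARID1A list. The H3K27Ac peak over the same site, from 80732003 to 80736828, had a fold enrichment of 35.6.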

*Nfatc1*, encoding OC master TF, the TF necessary and sufficient for cell type specification and differentiation^27,28^, is the only enriched gene that down regulated after loss of *Arid1a* (Fig. 4e). Previous studies have shown that ectopic expression of NFATc1 causes precursor cells to undergo efficient differentiation without RANKL signaling and suggested that NFATc1 may represent a master switch for regulating the terminal differentiation of OCs^27,28^. We find *Nfatc1* expression was upregulated during the differentiation trajectory, while failed to be upregulated in cluster 4 after loss of *Arid1a*, suggesting it may be the core downstream target of ARID1A during the OC fate determination (Fig. 4f). We traced the proliferating cell labeled by EdU for 12 hours, and found that EdU-labeled NFATc1+ cells are detectable in the control group while scarce after loss of *Arid1a* (Fig. 4g). We further validated the role of NFATc1 in the defective OC differentiation after loss of *Arid1a* through constituently expressing *Nfatc1* in BMCs from the mutant mouse using lentivirus vector. The constituently expressed *Nfatc1* partially rescued the defective OC differentiation after ARID1A depletion with increased MMP9, CTSK, and ACP5 expression (Fig. 4h and Supplementary Fig. 4).

To further confirm if these enhancers on the *Nfatc1* gene are functional, the promoter luciferase activity assay was performed after generating mini genes with the E-P connection. 

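Only 1 of the 3 enhancer regions of *Nfatc1*, E3, overlapped a listed ARID1A peak, while each of the 3 overlapped an H3K27Ac peak. E1 spans 80758246 to 80758838 on chromosome 18, with its center 2.247 kb upstream of the TSS, and lay in an H3K27Ac peak with a fold enrichment of 9.46 (80758117 to 80759473). E2 spans 80745769 to 80746481 in intron 1 and lay in an H3K27Ac peak with a fold enrichment of 19.1 (80744483 to 80752301). E3 spans 80734924 to 80735265 in intron 2 and contains the summit of the ARID1A peak. The promoter region Pro (80756240 to 80757039) overlapped no peak of ARID1A or H3K27Ac at a *p* threshold of 0.05. A list of peaks holds no values below its threshold, so weaker ARID1A signal at E1, E2 or Pro was not detectable.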

Based on our ChIP-seq data of ARID1A and H3K27Ac in BMCs during osteoclastogenesis (Fig. 4i), we annotated their binding peaks as presentative enhancer regions at upstream (Enhancer 1, E1) and downstream (Enhancer 2 and 3, E2 and E3) of *Nfatc1* promoter^29^. The results showed that E1, E2, and E3 together exhibit a much stronger activation function for *Nfatc1* promoter activity (Fig. 4i). Recent studies have shown that BAF complex-mediated higher-order chromatin interactions play significant roles in gene transcription, and ARID1A has been shown previously to have roles to play in thermogenesis accompanied by the E-P proximity of thermogenic genes depending on beta-adrenergic signaling^12^. 

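Measured from the TSS of *Nfatc1* at 80756295 to the center of each region, E2 lay 10.17 kb and E3 21.2 kb downstream, both within introns of the gene. The near edges of E2 and E3 lay 9814 and 21030 bp from the TSS. Their H3K27Ac peaks were the strongest of 4 in the super-enhancer, with a −log10 *p* of 63.7 at E2 and 144.7 at E3, against 21.9 at E1 and 2.96 for a peak from 80737258 to 80737616.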

The remote enhancers E2 and E3 marked by H3K27ac located 10 and 21 kb downstream of the *Nfatc1* promoter (Fig. 4i), which are ideal distances to examine the long-range looping model by chromosome conformation capture (3 C) analysis^30^. Therefore 3C-qPCR was performed to evaluate the E-P proximity on the *Nfatc1* gene during osteoclastogenesis. Using the *Nfatc1* promoter as an anchor, we identified there is loop formation between E2, E3 with the *Nfatc1* promoter region during osteoclastogenesis (Fig. 4j). While ARID1A depletion could reduce the long-range looping signal in response to RANKL-induction (Fig. 4k), suggesting the ARID1A-mediated transcriptional activation of *Nfatc1* could be partially through facilitating RANKL-induced E-P interactions.

Previous OC scRNA-seq studies have also identified that both Cbp/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 2 (Cited2)^22^ and guanosine triphosphatase (GTPase) family member RAB38^31^, as a NFATc1-dependent molecule, control the transition of proliferation-differentiation in OCs. We found that the loss of *Arid1a* could also lead to decreased expression of *Cited2* and *Rab38* (Supplementary Fig. 5), suggesting besides failed activation of *Nfatc1* validated in our study, the downregulated expression of other critical factors could also contribute to the defective transition of proliferation-differentiation in OCs after the loss of *Arid1a*.

### ARID1A activates *Nfatc1* through constructing condensates with coactivator BRD4 and lineage-specifying TFs at SE

At active genes, enhancers and core promoters are in close proximity, so factors associated with enhancers can regulate transcriptional initiation or elongation largely via acting on the transcription apparatus^23^. BRD4, which links active enhancers with cell identity gene induction in adipogenesis and myogenesis, was reported to act as an enhancer epigenomic reader, interact with mediator, and participate in the control of transcriptional elongation by SE reprogramming and TF rewiring activity^23,32,33^.

We have detected the resemblance between the defective OC differentiation phenotype between BRD4 inhibition with JQ1 and ARID1A loss, with both decreased number and size of TRAP+ multinuclear OCs (Fig. 5a), and inhibited expression of *Mmp9*, *Ctsk*, *Acp5*, and *Dcstamp* (Fig. 5b, c). To further investigate the similarity between the regulation mechanism of ARID1A and BRD4 during osteoclastogenesis, both binding profile of ARID1A and BRD4 (before and after RANKL-induction) was compared. 

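BRD4, a bromodomain protein that binds acetylated histones, was profiled in control BMCs and in *Arid1a*-deficient BMCs from *LysM-Cre;Arid1a fl/fl* mice after 24 h of RANKL, with 1 library for each of the 2 genotypes. The Reporting Summary gives 63399319 uniquely mapped reads for control BRD4, 56984253 for *Arid1a*-deficient BRD4 and 34626259 for the *Arid1a*-deficient input. The peaks were called and annotated by the authors as for ARID1A. Their lists hold 58182 control BRD4 peaks with a median length of 341 bp, which cover 23.6 Mb, and 256412 *Arid1a*-deficient BRD4 peaks with a median length of 334 bp, which cover 107.6 Mb. Peaks were called separately in each library, so a score in one list was not set against a score in the other. Among the strongest control BRD4 peaks were those at *Spi1* (−log10 *p* 23.4, chromosome 2, 90911341 to 90916702), *Zeb2*, a TF of myeloid cells (34.6), *Fth1* (25.5), *Cd69* and *Ubc*. The strongest *Arid1a*-deficient BRD4 peaks included those at *Ccl2*, a chemokine (26.9), *Ctsk* (23.0), *Ctsd*, *Zeb2* and *Atp6v1c1*. Libraries from BMCs with M-CSF alone, before RANKL, were not analysed here.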

The result shows that the OC differentiation process was only enriched on the common-occupied genes of ARID1A and BRD4 (Fig. 5d and Supplementary Fig. 6), suggesting their potential cooperative function during osteoclastogenesis. 

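Genes of OC differentiation were over-represented among the genes where ARID1A and BRD4 peaks overlap. With both lists at a *p* threshold of 0.05, 35 of 120 such genes were named by an overlapping pair of peaks annotated to a promoter or gene body. This is 3.69 times the share of all protein-coding genes (exact 95% interval 2.68 to 4.83). Among the 35 were *Jun*, a component of AP-1 (ARID1A peak with a −log10 *p* of 12.9, chromosome 4, 94994192 to 94994644), *Ncf4*, a subunit of the NADPH oxidase (7.43), *Ifnar2* (6.68), *Pparg* (4.94), *Syk* (4.79), *Csf1r*, *Nfatc1* and *Spi1*. The annotated transcript can belong to another gene, as for this *Jun* peak, which lay in an intron of *Junos*. Pairs were also found at 12 of 26 monocyte and macrophage genes (5.84 times the share of all protein-coding genes), 15 of 38 genes of RANK signaling and OC TFs (4.99 times), 12 of 31 lysosomal genes (4.90 times), 9 of 26 OC effector genes (4.38 times) and 4 of 14 housekeeping genes (3.61 times, 1.06 to 7.35). They were found at 4 of 26 BAF complex genes (1.95 times, 0.551 to 4.41), 2 of 24 interferon and STAT1 genes, 2 of 20 cell cycle genes, 1 of 23 genes of other tissues (*Gcg*), and at no neutrophil, lymphocyte, erythroid, or osteoblast and stroma gene of the lists. For the lists without a pair, random gene lists matched for length had means of 0.494 to 1.28 genes, so the absence does not show a depletion. At the same *p* threshold of 0.05, genes with ARID1A-specific peaks included 79 of the 120 OC differentiation genes (1.55 times, 1.33 to 1.75). Genes with BRD4-specific peaks included 77 (1.61 times, 1.38 to 1.83). A gene can hold peaks of more than 1 kind. Random gene lists matched for length gave means of 11.3, 61.0 and 56.5 genes for overlapping, ARID1A-specific and BRD4-specific peaks, and each observed count was at the 100th percentile of 10000 lists. Among genes with an H3K27Ac peak only, a comparison chosen after the values were seen, the ratios were 2.34, 1.15 (0.980 to 1.30) and 1.25 (1.06 to 1.41). On that background the ratios for overlapping pairs at the other lists were 3.23 for monocyte and macrophage genes, 2.88 for RANK signaling and OC TFs, 2.69 for lysosomal, 3.04 for OC effector, 2.18 for housekeeping and 1.29 for BAF complex genes. Of the ARID1A peaks at a *p* threshold of 0.05, 3503 (6.20%) overlapped a control BRD4 peak, against 1.75% at random, and 75.1% of these pairs lay in H3K27Ac peaks, against 12.5% of ARID1A-specific and 14.2% of BRD4-specific peaks. From the enrichment of OC differentiation on the common genes, the paper proposes a potential cooperative function of ARID1A and BRD4 during osteoclastogenesis.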

Given the indispensable function of ARID1A through SE activity during the OC cell fate decision (Fig. 4) and both BRD4 inhibition with JQ1 and ARID1A loss after RANKL induction leads to suppressed *Nfatc1* transcription (Fig. 5e), we speculated that BRD4 could be its critical coactivator in activating *Nfatc1* SE thereby OC differentiation process. Then the colocalization in the nucleus of ARID1A with BRD4 was validated in osteoclastogenesis using double immunofluorescent staining. Previous studies have validated that coactivator condensation at SEs links phase separation and gene control^15^, we found the colocalized BRD4-ARID1A forms nuclear puncta (Fig. 5f), suggesting they may cooperatively compartmentalize and concentrate transcription apparatus in the control of key cell identity genes during OC fate determination process. We further found although the expression of BRD4 is affected at neither mRNA nor protein level (Supplementary Fig. 7a, b), the binding of BRD4 at *Nfatc1* SE region is compromised after loss of *Arid1a* and the colocalization of ARID1A with BRD4 at *Nfatc1* SE region is dependent on RANK signaling (Fig. 5g). These results suggest BRD4 cooperates with ARID1A at SE of *Nfatc1* to safeguard the canalization during osteoclastogenesis, and loss of *Arid1a* leads to defective activation function of BRD4 at *Nfatc1*.

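At the *Nfatc1* super-enhancer, 1 of the 3 control BRD4 peaks had no counterpart in *Arid1a*-deficient BMCs. BRD4 peaks over E3, E2 and E1 were listed in the *Arid1a*-deficient library, but only that over E3 passed a *p* threshold of 0.001. The control BRD4 peak without a counterpart lay in intron 1 from 80748004 to 80748461, with a fold enrichment of 3.20 and a −log10 *p* of 4.00. The control BRD4 peak over E3 (80734517 to 80735132, fold enrichment 3.71) overlapped the ARID1A peak, and an *Arid1a*-deficient BRD4 peak lay over it from 80734890 to 80735284 (fold enrichment 2.77). The control BRD4 peak over E2 (80746102 to 80746463, fold enrichment 2.29, −log10 *p* 2.37) overlapped an *Arid1a*-deficient peak from 80745906 to 80746199 (−log10 *p* 1.57). E1 overlapped no control BRD4 peak and an *Arid1a*-deficient one from 80757969 to 80758384 (−log10 *p* 2.64). In all, 10 *Arid1a*-deficient BRD4 peaks lay in the super-enhancer, and the strongest, from 80750355 to 80751770, had a fold enrichment of 3.80 and overlapped none of the 3 control peaks. At a *p* threshold of 0.001 the region held 2 control and 4 *Arid1a*-deficient peaks. The *Arid1a*-deficient list is several times the longer, so these counts do not measure a change in BRD4 binding. Super-enhancers of other OC genes held, in the same order, 5 and 10 BRD4 peaks at *Csf1r*, 3 and 2 at *Tgfbr2*, and 6 and 3 at *Sema4d*. Over all super-enhancers, 528 held more and 134 fewer *Arid1a*-deficient than control BRD4 peaks, both at a *p* threshold of 0.001, and no super-enhancer with such a control peak lacked a listed *Arid1a*-deficient one. From the lower BRD4 binding that it reports at the *Nfatc1* super-enhancer, the paper proposes that loss of *Arid1a* leads to a defective activation function of BRD4 at *Nfatc1*.

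**Figure D1:**
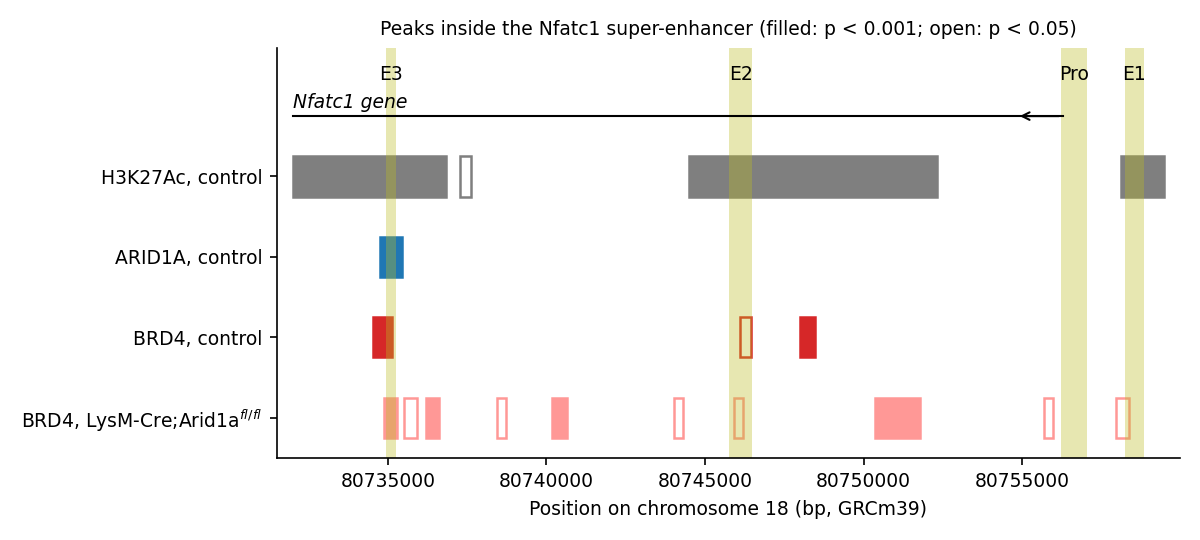
Map of the *Nfatc1* super-enhancer on chromosome 18 (GRCm39, position in bp along the horizontal axis) with the listed peaks of each library, the regions E1, E2, E3 and Pro and the gene. The single ARID1A peak sits at E3, and the *Arid1a*-deficient BRD4 list has 10 peaks against 3 in the control list.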

**Fig. 5:**
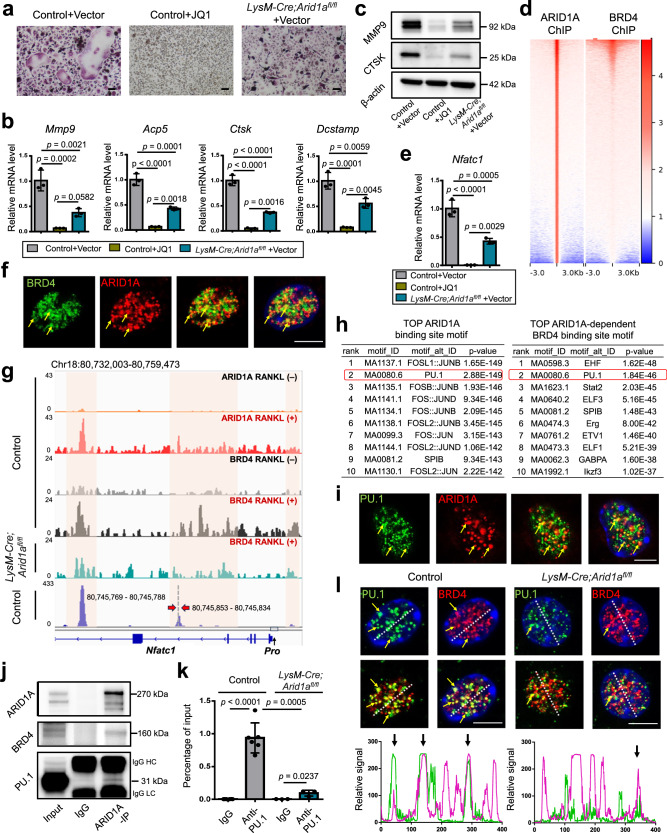
ARID1A activates *Nfatc1* through constructing condensates with coactivator BRD4/lineage-specifying TF PU.1 at SE. **a** TRAP staining of JQ1 or vector treated RANKL-induced BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group. Scale bar, 100 μm. **b** *Mmp9, Acp5*, *Ctsk*, and *Dcstamp* mRNA and **c** MMP9 and CTSK protein expressions in JQ1 or vector treated RANKL-induced BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group. *n* = 3 biologically independent samples. **d** Heatmap representation of ChIP-seq against ARID1A and BRD4 in ± 3 kb around the center of the ARID1A peak. **e** *Nfatc1* mRNA expression in JQ1 or vector treated RANKL-induced BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group. *n* = 3 biologically independent samples. **f** BRD4 and ARID1A immunofluorescence in RANKL-induced BMCs. Yellow arrows indicate BRD4/ARID1A nuclear puncta. Scale bar, 5 μm. **g** Gene tracks of ARID1A, BRD4 and PU.1 ChIP-seq occupancy at *Nfatc1* super enhancer in BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group before or after RANKL-induction. Gray box indicates the promoter region (*Pro*). The orange shadows highlight the regions containing enhancer elements. **h** Top 10 motifs enriched in ARID1A binding sites and ARID1A-dependent BRD4 binding sites which loss after ARID1A depletion. **i** PU.1 and ARID1A immunofluorescence in BMCs after RANKL-induction. Yellow arrows indicate PU.1/ARID1A nuclear puncta. Scale bar, 5 μm. **j** Co-IP assay with ARID1A antibody (or IgG) in BMCs during osteoclastic induction, followed by immunoblotting of ARID1A, BRD4, and PU.1. **k** ChIP-qPCR with PU.1 antibody (or IgG) in RANKL-induced BMCs from *LysM-Cre;Arid1a*^*fl/fl*^ (*n* = 3) and control mice (*n* = 6). The positions of the sets of primers used for the ChIP–qPCR are denoted in **g**. **l** Immunofluorescence and co-localization analysis of PU.1 and BRD4 in RANKL-induced BMCs from control and *LysM-Cre;Arid1a*^*fl/fl*^ group. Yellow arrows indicate PU.1/BRD4 nuclear puncta. Scale bar, 5 μm. All data in this figure are represented as mean ± SD. One-way ANOVA with Tukey’s multiple comparisons test for **b** and **e**. The one-tailed Fisher’s Exact test for **h**. Two-tailed Student’s *t*-test for **k**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

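The sequence within 100 bp of each peak summit was read from GRCm39 and scanned on both strands for the consensus of PU.1 (GMGGAAGT), AP-1 (TGASTCA) and other motifs, 10 in all, each compared with 100 copies of the same sequences shuffled with their dinucleotides kept. The paper used AME with a motif database, which was not used here, so a consensus stands in for each position weight matrix and misses weaker sites. ARID1A-dependent BRD4 binding sites were taken as control BRD4 peaks at a *p* threshold of 0.001 that overlap no *Arid1a*-deficient BRD4 peak at a *p* threshold of 0.05. In *Spi1* itself, the gene of PU.1, an ARID1A peak in intron 1 had a fold enrichment of 3.99 (chromosome 2, 90913272 to 90913579).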

To identify the critical lineage-specifying TFs that cooperate with ARID1A at SE of *Nfatc1* to safeguard the canalization during osteoclastogenesis, we conducted the motif analysis of ARID1A and BRD4 binding profiles. 

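The control BRD4 peaks without an *Arid1a*-deficient counterpart lay mostly outside active chromatin, while BRD4 peaks in super-enhancers lacked one less often. Of 19147 control BRD4 peaks, 13190 (68.9%, exact 95% interval 68.2 to 69.5) had no counterpart. The strongest of them lay on the mitochondrial genome at *mt-Cytb* (−log10 *p* 14.5, fold enrichment 2.63). It was followed by those at *Zfp36l2*, a regulator of mRNA decay (10.8, chromosome 17, 84369024 to 84369573), and *Bach2*, a transcriptional repressor (10.3, chromosome 4, 32373063 to 32373916). *Bcl3*, a member of the IκB family, and *Tal2* were also among the 10 strongest. Among markers and targets of the study, such peaks were found at *Dcstamp*, which is needed for OC fusion (4.33, chromosome 15, 39611658 to 39611976), *Acp5*, the OC enzyme TRAP (3.47), *Stat1* (5.40) and *Ifnb1* (3.71). *Arid1a*-deficient BRD4 peaks were listed elsewhere at the same genes, 2 at *Dcstamp*, 5 at *Acp5*, 3 at *Stat1* and 5 at *Ifnb1*. Peaks without a counterpart were also found at *Tgfbr2* (6), *Nfatc1*, *Fos*, *Csf1r*, *Cited2* and *Rab38* (1 each). Inside super-enhancers 466 of 2461 control BRD4 peaks (18.9%, 17.4 to 20.5) had no counterpart, against 76.3% outside them. Of the peaks without a counterpart 12.9% lay in H3K27Ac peaks and 4.01% overlapped an ARID1A peak at a *p* threshold of 0.05. Of the 5957 peaks with a counterpart, 74.7% and 25.3% did. Over all peaks without a counterpart, the ratio to all protein-coding genes was 1.74 for OC differentiation (46 of 120). It was 2.39 for RANK signaling and OC TFs, 2.10 for monocyte and macrophage, 0.757 for interferon and STAT1 and 1.58 for other-tissue genes (8 of 23). Such peaks were also at 5 of 17 lymphocyte, 4 of 14 osteoblast and stroma and 1 of 10 erythroid genes. All 19147 control BRD4 peaks had a ratio of 2.05 for OC differentiation. Among peaks without a counterpart, those in H3K27Ac peaks were found at 28 of 120 OC differentiation genes, 4.04 times the share of all protein-coding genes (2.79 to 5.53), and at 14 of 38 genes of RANK signaling and OC TFs (6.38 times, 3.78 to 9.35), among them *Junb*, *Jund*, *Mitf* and *Nfkb1*. Among genes with an H3K27Ac peak only, these ratios were 2.28 and 3.38. They were also found at 9 of 26 monocyte and macrophage genes, among them *Itgam* and *Lyz2* (5.99 times, 2.98 to 9.64), 6 of 31 lysosomal (3.35 times), 5 of 26 OC effector (3.33), 4 of 24 interferon and STAT1 (2.89), 2 of 14 neutrophil (2.47), 3 of 26 BAF complex (2.00), 2 of 20 cell cycle (1.73) and 1 of 14 housekeeping genes (1.24), and at no lymphocyte, erythroid, osteoblast and stroma, or other-tissue gene of the lists. For the lists without one, random gene lists matched for length had means of 0.378 to 0.945 genes, so the absence does not show a depletion. With genes that have an H3K27Ac peak as the background, the ratios were 3.25 for monocyte and macrophage, 1.54 for lysosomal, 2.13 for OC effector, 1.56 for interferon and STAT1, 3.58 for neutrophil, 1.22 for BAF complex, 1.05 for cell cycle and 0.688 for housekeeping genes. The share without a counterpart was 78.2% at a −log10 *p* of 3 to 4 and 2.87% (1.06 to 6.14) above 10, and at a *q* threshold of 0.05 in the control list 798 peaks had none. Inside super-enhancers, the share without a counterpart was 31.3% to 32.1% under stricter rules for a counterpart, 7.85% at a *q* threshold of 0.05 in the control list and 38.4% (35.3 to 41.6) at a *q* threshold of 0.05 in both lists, the last 2 settings being chosen after the values were seen. There were 7485 ARID1A peaks at a *p* threshold of 0.001 and 839 at a *q* threshold of 0.05.

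**Figure D2:**
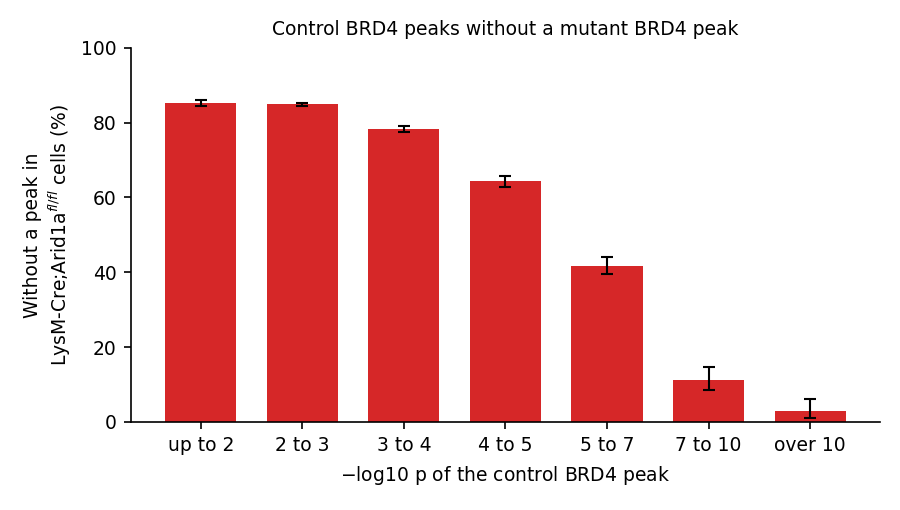
Percent of control BRD4 peaks without an *Arid1a*-deficient BRD4 peak, by −log10 *p* of the control peak, with exact 95% binomial intervals. The share is 85.3% among the weakest peaks and 2.87% among the strongest.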

ChIP-Seq data showed there are 828 peaks for ARID1A (*p* < 0.001) and 1298 peaks for ARID1A-dependent BRD4 binding (*p* < 0.001). 

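The binding motif of PU.1, a TF of the Ets family that specifies myeloid cells, was over-represented at ARID1A peaks and less so at ARID1A-dependent BRD4 binding sites. It occurred in 671 of 7485 ARID1A peaks, 8.96% (exact 95% interval 8.33 to 9.63), against 1.30% of shuffled sequences, a ratio of 6.88. At ARID1A peaks in super-enhancers the share was 14.1% (11.9 to 16.5), in H3K27Ac peaks 13.4% and outside them 4.17%. At the 839 ARID1A peaks at a *q* threshold of 0.05 it was 17.4%, a ratio of 10.9. The AP-1 motif, bound by dimers of FOS and JUN proteins, was found in 19.9% (19.0 to 20.8) of ARID1A peaks against 4.12%, a ratio of 4.82, and in 30.5% of those in super-enhancers. With 1 mismatch allowed outside the first 3 bases, its ratio was 1.36. Ratios were lower for the motifs of interferon response (2.16), NF-kB (1.52), RUNX (1.46), C/EBP (1.36) and the NFAT core (1.17). The E-box of MITF and TFE proteins had a ratio of 4.29 but occurred in only 0.334% of ARID1A peaks, and the CTCF motif, with a ratio of 3.49, in 0.294%. At ARID1A-dependent BRD4 binding sites the PU.1 motif occurred in 194 of 13190, 1.47% (1.27 to 1.69), against 0.972% of shuffled sequences, a ratio of 1.51. Against windows 5 kb to each side the ratio was 1.05 (0.910 to 1.21). Control BRD4 peaks with an *Arid1a*-deficient counterpart held the PU.1 motif in 4.28% (3.78 to 4.83), 3.41 times the shuffled share. Within H3K27Ac peaks the shares were 4.63% (3.68 to 5.73) without and 5.44% (4.79 to 6.15) with a counterpart, so the intervals overlap. Their ratios to shuffled sequences were 3.62 (4.63% against 1.28%) and 3.92, and that of ARID1A peaks in H3K27Ac peaks was 8.97. The AP-1 motif was found in 3.58% of the ARID1A-dependent BRD4 binding sites, 0.870 times the shuffled share, and the interferon response motif had a ratio of 1.99.

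**Figure D3:**
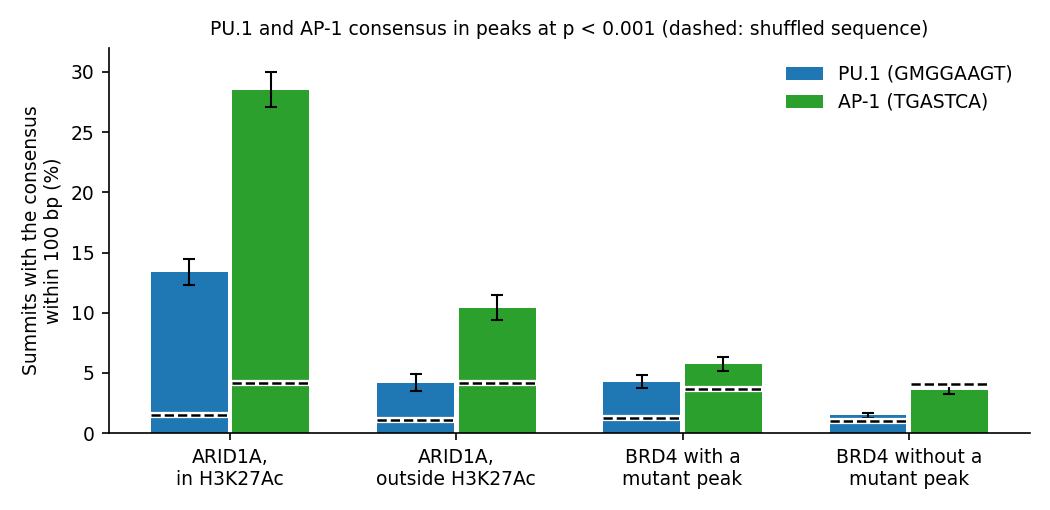
Percent of peaks with the PU.1 or AP-1 consensus within 100 bp of the summit, with exact 95% binomial intervals and the shares in shuffled sequences. The groups are ARID1A peaks in and outside H3K27Ac peaks, and control BRD4 peaks with and without an *Arid1a*-deficient counterpart. In this order, the PU.1 motif is in 13.4%, 4.17%, 4.28% and 1.47% of the peaks.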

We found the Ets family TF PU.1 (Spi-1) in the top enriched TF motifs in ARID1A binding sites, and also in ARID1A-dependent BRD4 binding sites which lost after ARID1A depletion (Fig. 5h). PU.1 is a lineage-specifying TF in hematopoiesis, that positively regulates many genes in the macrophage, granulocyte, dendritic cell, and B-cell lineages^34,35^. We further conducted PU.1 ChIP-seq and found the binding profile of PU.1 is highly similar to ARID1A and BRD4 in the *NFATc1* SE region (Fig. 5g). Double immunofluorescent staining result showed that PU.1 colocalizes with ARID1A forming nuclear puncta (Fig. 5i), suggesting PU.1, ARID1A and coactivator BRD4 may cooperatively compartmentalize and concentrate transcription apparatus in the control of key cell identity genes during OC fate determination process. Then the physical interaction between ARID1A with BRD4 or PU.1 was validated in osteoclastogenesis using co-IP assay in BMCs during osteoclastogenesis (Fig. 5j). While the expression level of PU.1 does not apparently change after ARID1A loss at neither mRNA nor protein level (Supplementary Fig. 7c, d), we found that loss of *Arid1a* lead to inhibited binding of PU.1 at SE of *Nfatc1* (Fig. 5k) and decreased colocalized PU.1-BRD4 puncta (Fig. 5l), suggesting ARID1A-BRD4-PU.1 condensate is disrupted after ARID1A loss.

Besides PU.1, previous studies have shown that NF-kB^36^, AP-1^37^, and NFATc1^36^ itself could contribute to the *NFATc1* induction by activating cis-regulatory elements. We found NFKB1, AP-1, and NFATc1 motifs are also enriched in the *NFATc1* SE region (Supplementary Fig. 8a, b), suggesting NF-kB, AP-1, and NFATc1 itself could also participate in the ARID1A/BRD4/PU.1 condensate formation at *Nfatc1* SE region during autoamplification of the *NFATc1* gene and safeguarding the canalization of osteoclastogenesis.

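In the 27.5 kb of the *Nfatc1* super-enhancer, the reference sequence holds 30 matches to the NFAT core (TGGAAA), bound by NFATc1 and its relatives, 4 to the NF-kB consensus (GGGRNWYYCC) and 4 to the PU.1 consensus. The AP-1 consensus has no exact match in the region. 1 NF-kB match lies in the promoter region Pro, at 80756952 to 80756961 on chromosome 18 (GGAAATTCCC), together with 3 NFAT core matches, and E2 holds an NFAT core match at 80745883 to 80745888. These are counts of sequence matches in GRCm39, with no comparison to other regions, and no library of NFATc1, NF-kB or AP-1 binding was analysed here.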

### Antagonist between ARID1A-cBAF and BRD9-ncBAF complex during OC fate canalization

The mammalian BAF complex is highly polymorphic, assembling its cell type- or developmental stage-specific subunits in a combinatorial manner^38–41^. A previous study reported that the BRD9-ncBAF complex differs from the ARID1A-containing ESC BAF complex (esBAF), and heightened its distinct function during ESC pluripotent^42^. Our recent study demonstrated that the BRD9-ncBAF complex negatively regulates OC differentiation^17^, which is inverse to the function of ARID1A validated in our present study. The distinct phenotypes between the loss of ARID1A and BRD9 enlighten us to further explore whether they exert the role of “accelerator” or “brake” during the OC fate canalization and the potential linkage between their antagonistic function.

We initially investigated the change in the role of ARID1A in the OC lineage determination process after BRD9 loss and found ARID1A protein were higher in BMCs (Fig. 6a), suggesting ARID1A/BRD4/PU.1/NFATc1 axis may contribute to the enhanced OC lineage determination process after BRD9 loss. To test our hypothesis, we partially knockdown *Arid1a* using siRNA or inhibit BRD4 activity with JQ1 in BMCs from *LysM-Cre;BRD9*^*fl/fl*^ mouse and both strategies could partially rescue the enhanced OC differentiation process with decreased number of TRAP+ multinuclear OCs and inhibited expression of *Mmp9*, *Acp5*, *Dcstamp*, and *Ctsk* (Fig. 6b–f). Our recent study demonstrated that the BRD9-ncBAF complex negatively regulates OC differentiation through STAT1/IFN-β signaling activation^17^. We found although the overactivated NFATc1 after BRD9 loss is rescued, the expression of STAT1 is still at a low level in BMCs from *LysM-Cre;BRD9*^*fl/fl*^ neither with partially knockdown *Arid1a* using siRNA nor BRD4 activity inhibition using JQ1 (Fig. 6g–j), suggesting the rescue mechanism is indirect and not STAT1-dependent. Therefore, independent of STAT1/IFN-β signaling, our new finding shows that BRD9 could also restrain the OC lineage commitment through antagonizing the activation of ARID1A on the cell fate determination process.

**Fig. 6:**
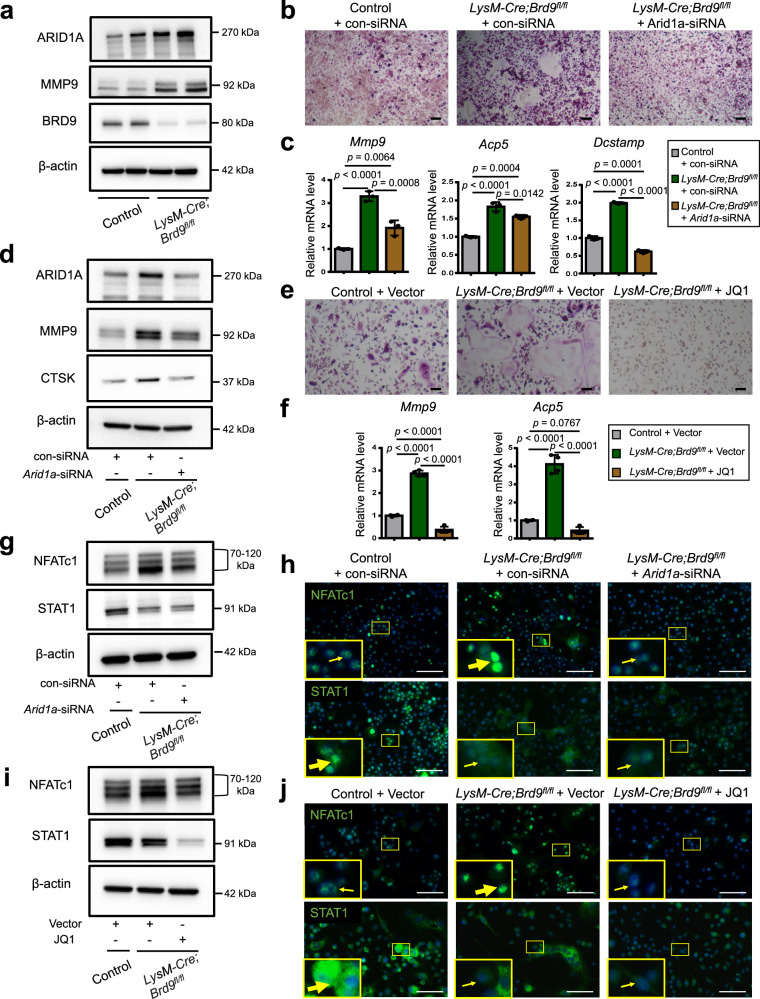
Enhanced activity of ARID1A/BRD4/PU.1/NFATc1 axis contributes to the overactivated OC lineage determination after loss of *Brd9.* **a** The protein expression of ARID1A, MMP9, and BRD9 in BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by western blot. **b** TRAP staining of *Arid1a*-siRNA or control-siRNA treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Scale bar, 100 μm. **c** The mRNA expression of *Mmp9, Acp5*, and *Dcstamp* in *Arid1a*-siRNA or control-siRNA treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by qPCR. *n* = 3 biologically independent samples. **d** The protein expression of ARID1A, MMP9, and CTSK in *Arid1a*-siRNA or control-siRNA treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by western blot. **e** TRAP staining of JQ1 or control vector treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Scale bar, 100 μm. **f** The mRNA expression of *Mmp9* and *Acp5* in JQ1 or control vector treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by qPCR. *n* = 4 biologically independent samples. **g** The protein expression and **h** immunofluorescence of NFATc1 or STAT1 in *Arid1a*-siRNA or control-siRNA treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Yellow arrows indicate positive signals. Scale bar, 100 μm. **i** The protein expression and **j** immunofluorescence of NFATc1 or STAT1 in JQ1 or control vector treated BMCs from 4-week-old male *LysM-Cre;BRD9*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Yellow arrows indicate positive signals. Scale bar, 100 μm. All data in this figure are represented as mean ± SD. One-way ANOVA with Tukey’s multiple comparisons test for **c** and **f**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

Reciprocally, we further detected that ARID1A loss leads to the increased protein level of BRD9 (Fig. 7a). Gene set enrichment analysis (GSEA) indicated that IFN-β signaling was enriched in BMCs from *LysM-Cre;Arid1a*^*fl/fl*^ mouse comparing with the control group after RANKL induction (Fig. 7b and Supplementary Fig. 9). The increased *Stat1 and Ifnb1* expression in osteoclastic induced BMCs after ARID1A loss was validated with qPCR (Fig. 7c). As above mentioned, that BRD9/STAT1/IFN-β signaling axis restrain osteoclasogenesis, to further elucidate whether it simultaneously contributes to the compromised OC differentiation process after ARID1A depleted at least partially, we treated the ARID1A-depleted BMCs with BRD9 inhibitor during osteoclastogenesis. The result showed that BRD9 inhibition partially rescued OC differentiation defects after loss of *Arid1a* with increased TRAP+ multinuclear OC number and size (Fig. 7d) and expression level of *Mmp9, Acp5*, *Dcstamp*, and *Ctsk* (Fig. 7e, f). In vivo model with BRD9 heterozygous knockout in *LysM-Cre;Arid1a*^*fl/fl*^ mice were further generated to validate this hypothesis. The osteopetrotic phenotype (Fig. 8a–d) and defective OC differentiation (Fig. 8e, f) in *LysM-Cre;Arid1a*^*fl/fl*^ group compared with control female mice at 3-month old of age was partially rescued in *LysM-Cre;Arid1a*^*fl/fl*^*;BRD9*^*fl/+*^ group with alleviated abnormally upregulated STAT1 after ARID1A loss (Fig. 8g).

**Fig. 7:**
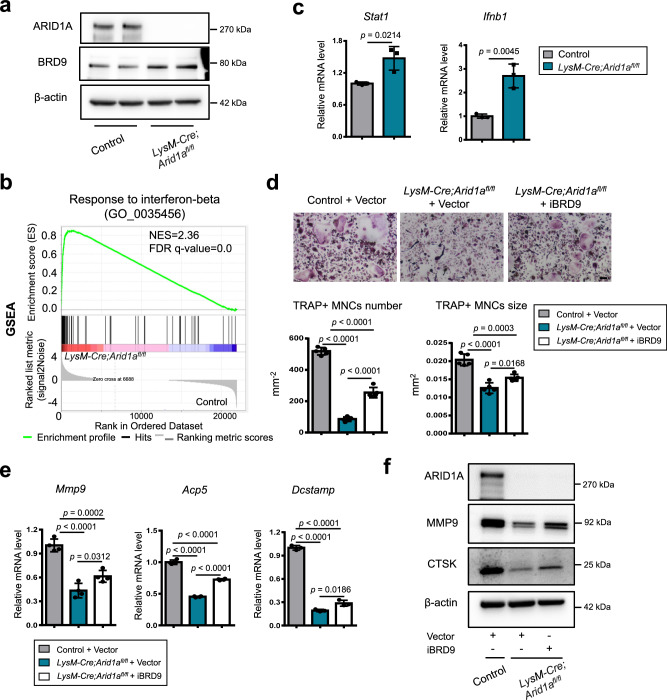
Excessive activity of BRD9/STAT1 axis contributes to the compromised OC differentiation process after loss of *Arid1a.* **a** The protein expression of ARID1A and BRD9 in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by western blot. **b** GSEA analysis of DEG profiles in bulk RNA-seq between the control group and *LysM-Cre;Arid1a*^*fl/f*^ group. **c** The mRNA expression of *Stat1* and *Ifnb1* in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by qPCR. *n* = 3 biologically independent samples. **d** TRAP staining and quantification analysis of iBRD9 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. Scale bar, 100 μm. *n* = 5 biologically independent samples. **e** The mRNA expression of *Mmp9, Acp5 and Dcstamp* and in iBRD9 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. *n* = 4 biologically independent samples for *Mmp9* and *Acp5*. *n* = 3 biologically independent samples in *Dcstamp*. **f** The protein expression of ARID1A, MMP9, and CTSK in iBRD9 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction, as measured by western blot. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for **c**. One-way ANOVA with Tukey’s multiple comparisons test for **d** and **e**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

**Fig. 8:**
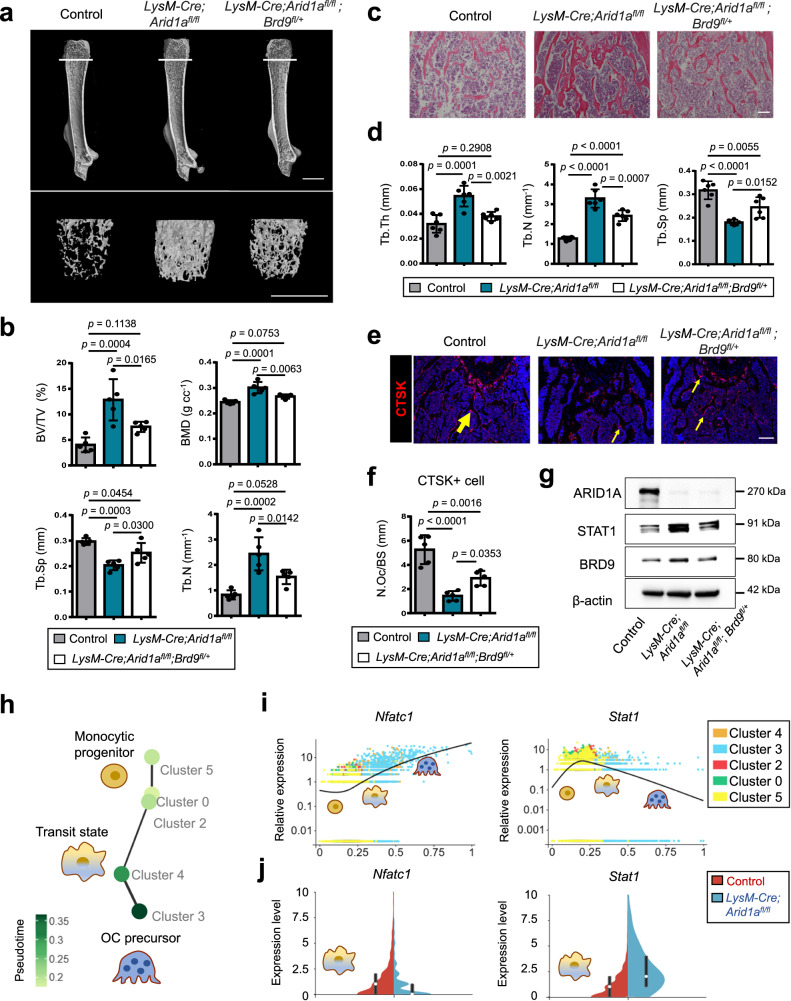
*Brd9* heterozygous knockout partially rescues OC differentiation defects after loss of *Arid1a* in vivo. **a** Representative micro-CT image and **b** quantification analysis of bone volume/tissue volume ratio (BV/TV), bone mineral density (BMD), trabecular separation (Tb.Sp), and trabecular number (Tb.N) of femurs from 3-month-old female *LysM-Cre;Arid1a*^*fl/fl*^ mice, *LysM-Cre;Arid1a*^*fl/fl*^*;BRD9*^*fl/+*^ mice, and littermate control mice. Distal trabecular bone are enlarged on the lower panel. Scale bar, 2 mm. *n* = 5. **c** H&E staining and **d** quantification analysis of trabecular thickness (Tb.Th), Tb.N, and Tb.Sp of the distal femoral trabecular bone from 3-month-old female *LysM-Cre;Arid1a*^*fl/fl*^ mice, *LysM-Cre;Arid1a*^*fl/fl*^*;BRD9*^*fl/+*^ mice, and littermate control mice. Scale bar, 200 μm. *n* = 6. **e** CTSK immunofluorescence (red) staining and **f** quantification analysis of the distal femoral trabecular bone from 3-month-old female *LysM-Cre;Arid1a*^*fl/fl*^ mice, *LysM-Cre;Arid1a*^*fl/fl*^*;BRD9*^*fl/+*^ mice, and littermate control mice. *n* = 5. Scale bar, 200 μm. Yellow arrows indicate a positive signal. **g** The protein expression of ARID1A, STAT1, and BRD9 in BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice, *LysM-Cre;Arid1a*^*fl/fl*^*;BRD9*^*fl/+*^ mice, and littermate control mice after RANKL-induction, as measured by western blot. **h** PAGA graph of cell clusters showing trajectory colored by the timeline and **i** the expression patterns of *Nfatc1* and *Stat1* during the trajectory of osteoclastogenesis. **j** bean plot of the different gene densities of *Nfatc1* and *Stat1* in cluster 4 between the control group and *LysM-Cre;Arid1a*^*fl/f*^ group. All data in this figure are represented as mean ± SD. One-way ANOVA with Tukey’s multiple comparisons test for **b,** **d**, and **f**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

ARID1A depletion leads to the increased protein level of BRD9 with no apparent change in mRNA level (Fig. 7a and Supplementary Fig. 10a), suggesting post-transcriptional level regulation of BRD9 might have been changed after loss of ARID1A. Protein ubiquitination, mediating about 80% of protein degradation in eukaryotes, is tightly determined by the delicate balance between specific ubiquitin ligase (E3)-mediated ubiquitination and deubiquitinase (DUB)-mediated deubiquitination^43^. Therefore, we predicted the potential E3 ligases/DUBs for BRD9 using UbiBrowser 2.0 software (Supplementary Fig. 10b). The top 15 predicted ubiquitin ligases/DUBs were integrated and analyzed with the differential expression analysis of the RNA-seq data in BMCs comparing between from control and *LysM-Cre;Arid1a*^*fl/fl*^ mouse. E3 ubiquitin-protein ligase Murine Double Minute 2 (MDM2), with the top high confidence score, is significantly downregulated after ARID1A loss (Supplementary Fig. 10c, d). We further validated that the degradation of MDM2 with SP141 inhibitor^44^ could increase the BRD9 protein level (Supplementary Fig. 10e), suggesting the downregulated MDM2 after loss of *Arid1a* may contribute to the increased BRD9 protein level.

Therefore, besides activating OC master TF *Nfatc1* through constructing condensates with coactivator BRD4/lineage-specifying PU.1 at SE, the function of ARID1A on antagonizing with BRD9/Stat1 axis is also critical for the canalization of the OC fate decision (Fig. 8h, i). Loss of *Arid1a* leads to failed *Nfatc1* upregulation and *Stat1* downregulation during proliferation-differentiation switching (Fig. 8j). In sum, during the canalization of OC lineage commitment, the function of ARID1A-cBAF and BRD9-ncBAF complex antagonizes with each other to control and safeguard the fate determination process.

Similarly with the result after loss of ARID1A, the treatment of BRD4 inhibitor JQ1 suppresses osteoclastogenesis (CTSK expression) (Fig. 9a). On the other hand, BRD4 inhibition leads to downregulated STAT1 expression (Fig. 9a, b) and IFN-β signaling (Fig. 9c), which is dissimilar with the result after loss of ARID1A (Fig. 7b, c and Supplementary Fig. 9). Previous studies found that BRD9 cooperates with BRD4 in naïve pluripotency maintenance in embryonic stem cells and macrophage activation^42,45^. Here we found that BRD4 physically interacts with BRD9 in osteoclastogenesis (Fig. 9d), and the expression level of STAT1 decreased in ARID1A-depleted BMCs after the treatment of BRD4 inhibitor JQ1 (Fig. 9b, e), which suggests that the enhanced BRD9-Stat1 axis after ARID1A loss is BRD4 dependent. Through comprising in the distinguished protein complexes, BRD4 activates OC master TF *Nfatc1* through interaction with the ARID1A-cBAF complex and also enhances IFN-β signaling/*Stat1* activity through interaction with the BRD9-ncBAF complex. Our finding indicates that the antagonistic action of ARID1A-“accelerator” and BRD9-“brake” both depend on BRD4, which exerts a “clutch” role (Fig. 9f).

**Fig. 9:**
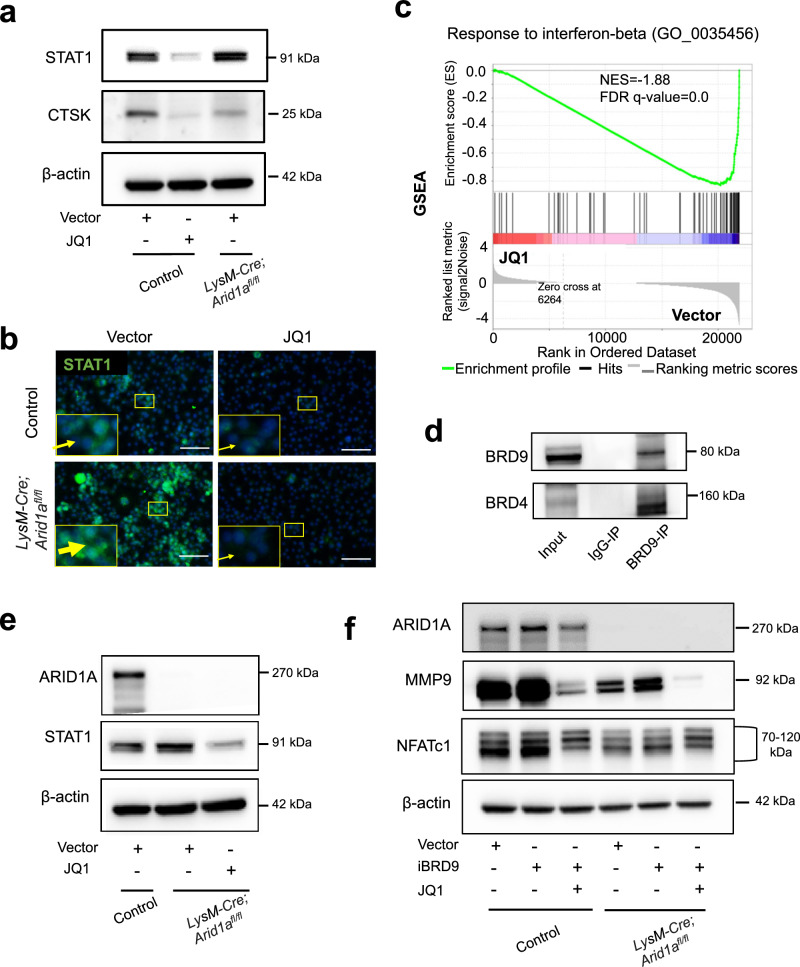
The antagonistic function of ARID1A and BRD9 both depend on BRD4 during osteoclastogenesis. **a** The protein expression of STAT1 and CTSK and **b** STAT1 immunofluorescence (green) in JQ1 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. **c** GSEA analysis of DEG profiles in bulk RNA-seq between JQ1 or control vector treated BMCs after RANKL-induction. **d** Co-IP assay with BRD9 antibody (or IgG) in BMCs during osteoclastic induction, followed by immunoblotting of BRD4 and BRD9. **e** The protein expression of ARID1A and STAT1 in JQ1 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. **f** The protein expression of ARID1A, MMP9 and NFATc1 in JQ1, iBRD9 or control vector treated BMCs from 4-week-old male *LysM-Cre;Arid1a*^*fl/fl*^ mice and littermate control mice after RANKL-induction. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

## Discussion

Epigenetic regulation, particularly chromatin remodeling, is essential for linking genotype with phenotype in development and evolution^46,47^. Cell fate canalization comprises lineage decisions and stepwise differentiation with a continuum of stage and lineage-restricted gene expression^1,2^. However, the precise regulation mechanism of dynamic chromatin remodeling at the lineage master regulators remains unclear. Using osteoclastogenesis as a prototypical model, our study suggests that chromatin remodeler ARID1A, although broadly expressed in LysM+ myeloid progeny, is indispensable for the transcriptional apparatus condensates formation with coactivator BRD4/lineage-specifying TF PU.1 at master regulator *Nfatc1* SE region during safeguarding the cell fate canalization. Besides PU.1, we found the NF-kB, AP-1, and NFATc1 motif are also enriched in the identified *Nfatc1* SE region, which suggests they could also facilitate *Nfatc1* transcription activation.

Enhancers tend to loop to and associate with adjacent genes to activate their transcription, with most of these interactions occurring within a distance of 50kb^24^. Therefore, transcriptionally active genes were assigned to enhancers using a simple proximity rule^25^. While gene expression is modulated by the interaction between cis-regulatory sequences with TFs and chromatin regulators within the three-dimensional (3D) chromatin landscape and vertebrate promoters and their regulatory elements can be separated by thousands or millions of base pairs^48,49^. Therefore, new tools for high-throughput super-resolution imaging of chromatin which could directly visualize the 3D chromatin organization will unveil a more comprehensive and accurate regulation landscape^50^.

Recent studies have already found that chromatin remodeler ARID1A plays a critical role during the development and disease of multiple tissues^7–11^. While most published studies are based on bulk-level results, inevitable cellular heterogeneity could blur the vision of the cellular and molecular mechanism in the cell fate canalization of stem and progenitor cells. Here, we investigated the transcriptional regulation of ARID1A in OC lineage determination at the single-cell resolution and identified the key subpopulation determining the transition of proliferation to differentiation, which is less than one-sixth of the total cell population. During the differentiation trajectory, we found there is a sharply increased expression of OC master TF *Nfatc1*, the downstream target gene of ARID1A, which is consistent with the change at the bulk-resolution. While as for *Stat1*, which increases at the initiation stage of differentiation, then decreases at the fate determination stage permitting the terminal differentiation process, it is no wonder that, at the bulk-resolution in our previous study^17^, its stage-dependent reduction was not identified during osteoclastogenesis. Consistently, Tsukasaki and colleagues claimed that the progressively elevated expression level of *Cited2* during OC differentiation trajectory is difficult to be identified by bulk RNA-seq analysis, probably due to the relatively low expression levels in OCs and cellular contamination^22^. Therefore, the transcription and trajectory analysis of the cell fate canalization at the single-cell resolution has advantages in revealing unprecedented stage-specific regulation mechanisms at high resolution.

Besides the acquisition of specific cell type identity with the lineage master regulators, such as *Nfatc1*, the differentiation-associated cell cycle arrest is a prerequisite for the transition of proliferation-differentiation in OCs as well. For example, we could identify that the progressively elevated expression levels of osteoclastic genes are accompanied by the downregulated proliferating marker genes during the differentiation trajectory (Fig. 3f). Tsukasaki and colleagues reported that CITED2 may facilitate osteoclastogenesis by inducing cell cycle arrest, and *Cited2*^−/−^ cells displayed high levels of cell cycle genes and failed transition from proliferating pre-OCs to committed pre-OCs^22^. Here, we validated that loss of *Arid1a* could also lead to decreased expression of *Cited2*, which could further contribute to the above defective osteogenesis. Besides, our previous study on the functional mechanism of ARID1A in the fate commitment of mesenchymal stem cells and their progeny has shown that ARID1A maintains tissue homeostasis through limiting proliferation, promoting cell cycle exit and differentiation of transit-amplifying cells by inhibiting the *Aurka-Cdk1* axis^10^. Therefore, ARID1A could be intimately involved in the cell-cycle regulation during osteoclastogenesis as well, which needs to be explored in further studies.

The mammalian BAF complex is highly polymorphic, assembling its subunits with cell type- or developmental stage-specific character^38–41^. For example, an embryonic stem cell complex regulates pluripotency^51^; a neural precursor and neural BAF complexes fine-tune neurogenesis^40,52^; and BAF complex subunits shift for neural and muscle differentiation^40,52–55^. The variety of subunits assembled in distinct BAF complexes reflect the evolutionary diversification and biological complexity of the organisms. BRD9-ncBAF complex was recently discovered in mouse embryonic stem cells, which prevents developmental transition to a primed epiblast state by regulating pluripotency factors^42^. Based on a comparison of distinct genomic binding characters, Gatchalian et al. postulated the likelihood that cooperation may exist between ncBAF and esBAF complex to ensure successful naïve pluripotency maintenance^42^. Succeeding to our recent study, which demonstrated that BRD9-ncBAF complex negatively regulates OC differentiation through STAT1/IFN-β signaling^17^, in our present study, the antagonist between ARID1A-cBAF and BRD9-ncBAF complex during cell fate canalization of osteoclastogenesis has been further validated with inhibitor assay and the compound mutant mouse model. Furthermore, our preliminary data showed the downregulated E3 ubiquitin-protein ligase MDM2 may contribute to the increased BRD9 protein level after loss of ARID1A. While it is still possible that an increased assembled form of BRD9 in the ncBAF complex when the ARID1A-cBAF complex is disrupted, may protect BRD9 from degradation per se, which needs further investigation. Studies into the significance of BRD9-ncBAF complex, and its cooperation or antagonist with ARID1A-cBAF complex in mammalian development are still limited. Whether it’s universal or not, our findings provide meaningful clues for a further comprehensive understanding of diverse BAF complexes during developmental processes and disease pathologies.

It has been shown that the BRD9-ncBAF complex cooperates with BRD4 in naïve pluripotency maintenance in embryonic stem cells and macrophage activation^42,45^. Our previous study demonstrated the function specificity of BRD9 distinguished from BRD4 based on the distinct phenotypes and transcription profile change after BRD4 inhibition with that after BRD9 degradation/deletion in osteoclastogenesis^17^. In the present study, it is further validated that the antagonistic function of ARID1A-“accelerator” and BRD9-“brake” both depend on coactivator BRD4-“clutch” during cell fate canulization. These findings enlighten us that, differing from the definite role of chromatin remodeler ARID1A or BRD9, BRD4 could act as a cooperator participating in multiple critical transcription regulation activities. Undoubtedly, the pursuit of research in this field is continuing intriguing interest.

Abnormal osteoclastogenesis and activation are involved in multiple skeletal disorders, like osteoporosis, Paget’s disease, rheumatoid arthritis, periodontitis, osteopetrosis, and so on^56^. Obtaining a better understanding of osteoclastogenesis is therefore central to the development of new treatments for bone diseases. This study provides a comprehensive picture of the function of cBAF and ncBAF complex during OC differentiation trajectory, opening avenues for future investigation into the physiology and pathology of the skeletal and immune systems. SEs, ever since identified, have been considered promising therapeutic targets in cancer and other diseases^57,58^. While, there are limited studies yet to indicate whether SE inhibitors can be used for the potential treatment of bone-related diseases, mainly due to the insufficient mechanism research on how SEs are regulated and the detailed molecular mechanism of how SEs regulate their target genes. This study establishes that the ARID1A/BRD4/*Nfatc1* SE axis in OC represents a potential therapeutic target for bone disease. While how to achieve SE-targeted therapy for bone-related diseases in clinical remains to be investigated deeply. Overall, this study provides insights into the therapeutic potential of chromatin remodeling for bone disease and expands our knowledge of sophisticated cooperation between chromatin remodelers, coactivators, and lineage-specifying TF at master TF SEs in a condensate manner, and also antagonists between distinct BAF complexes in the proper and balanced cell fate canalization.

## Methods

### Mice

*LysM-Cre* mice (Strain NO. T003822), *Arid1a-flox* mice (Strain NO. T013487) *Brd9-flox* mice (Strain NO. T008489), and WT C57BL/6 J mice (Strain NO. N000013) from GemPharmatech (Nanjing, China) and tdTomato (Strain NO. 007909) mouse line^59^ from Jackson Laboratory (Maine, USA) were used and cross-bred in this study. All mice were used for analysis regardless of sex. All mice were housed in pathogen-free conditions with constant ambient temperature (22 ± 2 °C) and humidity (55 ± 10%), with an alternating 12-hour light/dark cycle. All mice were euthanized by carbon dioxide overdose followed by cervical dislocation. All animal studies were approved by the Institutional Animal Care and Use Committee at Ninth People’s Hospital, School of Medicine, Shanghai Jiao Tong University (SH9H-2022-A926-1).

### Micro-CT analysis

Micro-CT (μCT) analysis of fixed femur was performed using a Skyscan 1176 (Bruker, Kontich, Belgium) at 50 kVp, 450 uA, and a resolution of 9 μm. The obtained images were reconstructed with NRecon software (v1.7.1.0, Bruker, Kontich, Belgium). The region from 50 to 250 slices below the growth plate was analyzed for BV/TV, Tb.Th., Tb.N., Tb.Sp, BMD, and Po and the region from 500 to 550 slices below the growth plate was analyzed for B.Th and B.Pm using the program CTAn (v 1.16, Bruker, Kontich, Belgium).

### ELISA

The concentrations of serum TRAP, CTX-I, OCN, and P1NP proteins were measured by ELISA (Elabscience Biotechnology Co., Ltd. E-EL-M1116, E-EL-M3023, E-EL-M0864, and E-EL-M0233). All the procedures were performed following the manufacturer’s instructions.

### Histological analysis

For decalcification, mouse femurs were dissected and fixed, followed by decalcification in 10% EDTA in PBS for 1-3 weeks depending on the age of the samples. The decalcified samples were dehydrated with serial ethanol and xylene and embedded in paraffin. The paraffin-embedded samples were then cut into sections with a thickness of 4 mm using a microtome (Leica). H&E staining (Servicebio, G1005), TRAP Staining (Sigma, 387 A), toluidine blue staining (Servicebio, G1032), and safranin O/fast green staining (solarbio, G1371) were conducted following the manufacturer’s standard protocol. Referring to the RGB trichrome staining method described in a publication^21^, sections were stained sequentially with 1% alcian blue 8 G (Sangon Biotech, A600298) for 20 min and 0.04% fast green FCF (Sangon Biotech, A610452) for 20 min. Finally, the sections were stained with 0.1% sirius red (MKBio, MM1036) for 30 min. As for von Kossa staining (servicebio, G1043), uncalcified bone tissues were dehydrated and embedded in an OCT compound (Tissue-Tek, Sakura) before being sectioned at 8 mm using a cryostat (Leica CM1850) and adhesive films (cryofilm type 3 C(16UF) 2.5 cm, Section lab, Hiroshima, Japan). Zeiss Axio Scope A1 Microscope (ZEISS, German) with DP2-TWAIN software (v3.0.0.6212) and Leica TCS SP8 Confocal Microscope (Leica microsystems, Germany) were used to acquire images.

### Immunofluorescence staining

The decalcified samples were dehydrated in serial sucrose solutions and embedded in an OCT compound. OCT-embedded samples were cryosectioned at 8 mm using a cryostat followed by staining. For immunofluorescence staining, cryosections were soaked in a blocking solution for one hour at room temperature and then incubated with primary antibodies diluted in a blocking solution at 4 °C overnight. After washing three times in PBS, the sections were incubated with alexa-conjugated secondary antibodies and counterstained with DAPI. Antibodies used in immunofluorescence staining are as following: ARID1A antibody (Cell signaling, 12354, 1:100; novusbio, NBP2-61623, 1:100), CTSK antibody (Abcam, ab37259, 1:100), ACP5 antibody (Abcam, ab235448, 1:100), NFATc1 antibody (Bioworld, bs6677, 1:100), BRD4 antibody (Bethyl Laboratories, A700-004, 1:100), PU.1 antibody (abnova, H00006688-M02, 1:100), STAT1 antibody (Cell signaling, 9172, 1:100), goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody, alexa fluor 488 (Thermo Fisher Scientific, A-11008, 1:200), donkey anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody, alexa fluor 594 (Thermo Fisher Scientific, A-21207, 1:200), goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, alexa fluor 488 (Thermo Fisher Scientific, A-11001, 1:200), goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, alexa fluor 594 (Thermo Fisher Scientific, A-11005, 1:200), goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, alexa fluor™ 647 (Thermo Fisher Scientific, A-21235, 1:200). Nikon Eclipse Ti-U Microscope (Nikon, Japan) with NIS-Elements software (v4.5000.1117.0), Zeiss Axio Scope A1 Microscope with DP2-TWAIN software, and Leica TCS SP8 Confocal Microscope were used to acquire images.

### Cell culture

BMCs were harvested from mouse femurs of four to six-week-old mice and cultured in α-minimum essential medium (α-MEM) (Thermo Fisher Scientific, Waltham, MA, USA) containing 10% FBS (OriCell® FBSAD-01011-500, Cyagen Biosciences, Guangzhou, China) and 1% penicillin-streptomycin overnight (Thermo Fisher Scientific, Waltham, MA, USA). For osteoclastic induction, BMCs were cultured into complete media with 50 ng/ml recombinant soluble murine M-CSF (PeproTech, 315-02) and 100 ng/ml recombinant soluble murine RANKL (PeproTech, 315-11). For the inhibitor experiments, the cells were treated with either vehicle or iBRD9 (1 μM, Tocris Bioscience, 5591), JQ1 (0.08 μM, Abmole Bioscience, M2167), and SP-141 (0.06 μM, Csnpharm, 223123) twenty-four hours after plated. For cell cultures, media was changed every two days until indicated time points.

### EdU incorporation and detection

For EdU incorporation and detection, mutant mice and littermate controls were injected with EdU (10 mg/g body weight, Thermo Fisher, A10044) intraperitoneally 3 hours before being euthanized. The femurs were fixed and decalcified. For cultured cell, the cells were treated with EdU (10 μM) for twelve hours before being fixed. Click-iT plus EdU cell proliferation kit (Thermo Fisher, C10637) was used for in situ EdU detection according to the manufacturer’s instructions. Nikon Eclipse Ti-U Microscope with NIS-Elements software and Leica TCS SP8 Confocal Microscope were used to acquire images.

### Lentivirus and siRNA transfection

*Nfatc1*-overexpression lentivirus (*HBLV-m-Nfatc1-ZsGreen-PURO*) with its control lentivirus (*HBLV-ZsGreen-PURO*) were purchased from Hanbio Biotechnology Co. Ltd (Shanghai, China). For lentivirus transfection, 2 × 10^5^ BMCs were seeded in 12-well plates in α-MEM overnight and were infected with lentivirus expressing either target gene or control lentivirus at a multiplicity of 1. 48 hours after transfection, the BMCs were induced with RANKL for osteoclastic induction. After 24 hours of osteoclastic induction, the cultured cells were harvested for evaluation. For siRNA transfection, Arid1a siRNA (QIAGEN, 1027418, Mm_Arid1a_5 FlexiTube siRNA SI02676058) and control siRNA (Thermo Fisher, 4390844), lipofectamineTM RNAiMAX (Thermo Fisher, 13778075) and Opti-MEM I Reduced Serum Medium (Thermo Fisher, 31985062) were used in this study. The final concentration of each siRNA was 25 nM. 48 hours after transfection, the BMCs were induced with RANKL for osteoclastic induction. After 24 hours of osteoclastic induction, the cultured cells were harvested for evaluation.

### Quantitative reverse transcription PCR (qPCR)

For qPCR analysis, RNA was extracted using TRIzol (Sigma, T9424) and was reverse-transcribed with the Prime Script RT master kit (TaKaRa Bio Inc., RR036A). Then the relative amounts of each mRNA transcript were analyzed using the Roche LightCycler 480 system (v1.5.1.74) with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725270). The expression of β-actin as an internal control. Primer sequences are listed in Supplementary Data 4.

### Single-cell RNA-sequencing analysis

Single-cell RNA-seq was performed on cells at 24 h post-RANKL induction. Single cells were loaded on a 10X Genomics GemCode Single-cell instrument. Libraries were generated and sequenced from the cDNAs with Chromium Next GEM Single Cell 3’ Reagent Kits v3.1. and subjected to Illumina NovaSeq 6000. Quality control, alignment, quantification, and aggregation of sample count matrices were performed using the 10x Genomics Cell Ranger pipeline according to the manufacturer’s protocol. Significantly upregulated genes were identified with at least 1.28-fold overexpressed in the target cluster, expressed in more than 25% of the cells belonging to the target cluster and the *p*-value is less than 0.01. The differentially expressed genes in the given cluster were further conducted with KEGG pathway enrichment analysis^60^.

Pseudotime analysis was conducted using monocle2, a method that can predict the differentiation trajectory based on an individual cell’s asynchronous progression of the process with a standard protocol with default parameters. The estimation of the root of the trajectory was based on the cluster identities and marker gene analysis^22^. Partition-based graph abstraction (PAGA), which allows robust reconstruction branching gene expression changes across different datasets, was also conducted according to standard protocol^61^. Correlation statistics and significance calculations for each gene were conducted using the Rfast2 software package. Then the significantly differential expression genes with FDR <1e-7 and genes with similar trends in expression were identified on the pseudotime axis.

### RNA-sequencing analysis

For RNA-sequencing analysis, libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit and then sequenced on the Illumina NovaSeq 6000 platform. Raw reads were filtered using Cutadapt (v1.15) and aligned with the GRCm39 genome using HISAT2 v2.0.5. Read Count values on each gene were compared using HTSeq (v0.9.1) and normalized to FPKM. Then difference expression of genes was analyzed using DESeq (v1.30.0) (fold change >= 2 and *p* < 0.05). GSEA analysis was performed to functionally annotate the relevant genes and assess the enriched signaling pathways using GSEA_Linux_4.1.0.

### Western blot and co-immunoprecipitation (co-IP)

For western blot analysis, total protein was obtained and homogenized in RIPA buffer (Cell Signaling, 9806 s) supplemented with protease inhibitor (Thermo Fisher Scientific, A32959). Western blot was performed per standard protocol and signals were detected using the UVITEC Alliance system (v16.0.3.0). Antibodies used in western blot as following: ARID1A antibody (Cell signaling, 12354, 1:1000), MMP9 antibody (Abcam, ab228402, 1:1000), CTSK antibody (Abcam, ab37259, 1:1000), NFATc1 antibody (BioLegend, 649601, 1:500), BRD4 antibody (Bethyl Laboratories, A700-004, 1:1000), PU.1 antibody (Abcam, ab227835, 1:1000), BRD9 antibody (Abcam, ab259839, 1:1000), STAT1 antibody (Cell signaling, 9172, 1:1000), β-actin antibody (Abcam, ab20272HRP, 1:5000), mouse IgG HRP-conjugated antibody (R&D, HAF007, 1:1000) and rabbit IgG HRP-conjugated antibody (R&D, HAF008, 1:1000).

For co-IP, BMCs after osteoclastic induction were harvested and lysed in Pierce™ IP Lysis Buffer (Thermo Fisher Scientific, 87787). Then lysates were subjected to immunoprecipitation with ARID1A antibody (Cell signaling, 12354, 1:100), BRD9 antibody (Bethyl Laboratories, A700-153, 1:100), or normal Rabbit IgG (Cell Signaling, 2729, the same concentration as the specific target antibody) and Dynabeads™ Protein A (Thermo Fisher Scientific, 10001D). Immune complexes were washed and subjected to immunoblotting with ARID1A antibody (Cell signaling, 12354, 1:1000), BRD4 antibody (Bethyl Laboratories, A700-004, 1:1000), PU.1 antibody (Abcam, ab227835, 1:1000), BRD9 antibody (Abcam, ab259839, 1:1000).

### ChIP assay and analysis

BMCs before and after 24 h RANKL induction were fixed with formaldehyde for further ChIP-sequencing analysis or qPCR. The Simple ChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads; Cell Signaling Technology 9005), H3K27Ac antibody (Cell signaling, 8173, 1:100), ARID1A antibody (Cell signaling, 12354, 1:100), BRD4 antibody (Bethyl Laboratories, A700-004, 1:100), PU.1 antibody (Abcam, ab227835, 1:100) with normal rabbit IgG (Cell Signaling, 2729, the same concentration as the specific target antibody) as a non-specific IgG control were used following the manufacturer’s instructions.

ChIP-sequencing libraries were prepared using the KAPA HTP Library Preparation Kit and were sequenced on the Illumina Novaseq 6000 system. Double-end sequencing was used with a 150 bp read length. Raw reads were filtered using FASTX-Toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/). Then the clean reads were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.3.5.1)^62^. Multiple aligned reads were filtered out using Picard (v2.1.0) (http://broadinstitute.github.io/picard/). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.1.0)^63^ with default parameters and *p* < 0.05. The peaks were annotated using ChIPseeker (v1.20.0)^64^. For motif enrichment analysis we used AME with the same background model and negative control^65^. AME tool of the MEME suite provides motifs that are enriched compared to the shuffled background^65^. We set the E-value threshold (E-value < =10, Fisher’s exact test) for reporting enriched motifs. We used motif database JASPAR2022_CORE_vertebrates_non-redundant_v2. meme to test for enrichment.

Active enhancers were defined as regions of ChIP-seq enrichment for H3K27Ac outside of promoters (e.g., a region not contained within ±2.5 kb region flanking the promoter). To accurately capture dense clusters of enhancers, we allowed H3K27Ac regions within 12.5 kb of one another to be stitched together. To identify SEs, we first ranked all enhancers by increasing the total background subtracted ChIP-seq-occupancy of H3K27Ac (x-axis) and plotted the total background subtracted ChIP-seq occupancy of H3K27Ac in units of total rpm (y-axis). This representation revealed a clear inflection point in the distribution of H3K27Ac at enhancers. We geometrically defined the inflection point and used it to establish the cutoff for SEs. Using a simple proximity rule, we assigned all transcriptionally active genes (TSSs) to SEs within a 50 kb window^24^. Sequences of the *Nfatc1* ChIP primers at SE are listed in Supplementary Data 4.

### Dual luciferase reporter assays

The Nfatc1 promoter region^29^ (*Pro*, 0.8 kb, Chr18:80,756,240-80,757,039), enhancer region 1 (*E1*, 0.59 kb, Chr18:80,758,246-80,758,838), enhancer region 2 (*E2*, 0.71 kb, Chr18:80,745,769-80,746,481) and enhancer region 3 (*E3*, 0.34 kb, Chr18:80,734,924-80,735,265) was synthesized and cloned into *pGL3*-basic luciferase reporter as and *pGL3-Nfatc1-Pro*, *pGL3-Nfatc1-Pro-E1*, *pGL3-Nfatc1-E2-Pro*, *pGL3-Nfatc1-E3-Pro* and *pGL3-Nfatc1-E3-E2-Pro-E1*. For transfection, 2 × 10^5^ Raw264.7 cells were seeded in 24-well plates in α-MEM overnight and were infected with above reporter clones (400 ng) and Renilla luciferase plasmids (pRL-TK) (200 ng) using Lipofectamine 3000 transfection reagent (Thermo Fisher Scientific, L3000008) and Opti-MEM™ I Reduced Serum Medium (Thermo Fisher Scientific, 31985062) according to the manufacturer’s protocol. After 24 h incubation, the transfected Raw264.7 cells were osteoclastic induced with 100 ng/ml RANKL. After another 24 h incubation, the cell was lysed for a dual luciferase reporter gene assay kit (Beyotime, RG027) according to the manufacturer’s instructions. Renilla luciferase is used as an internal standard control, and the normalized reporter activity of all samples was compared. Each group had six replicate samples. Independent experiments were repeated in triplicate.

### 3C-quantitative polymerase chain reaction

3C-qPCR was performed as previously described with some modification^12,66,67^. 3 C libraries for BMCs before and after 24 h RANKL induction were prepared following the cross-linking with fresh 1% formaldehyde at room temperature for 10 minutes with mixing. To quench the crosslinking reaction, the samples were incubated with glycine at a final concentration of 0.125 M on ice for at least 15 min. After centrifugation, the pellet was incubated in ice-cold lysis buffer (10 mM Tris-HCl, pH 8.0; 10 mM NaCl; 0.2% IGEPAL® CA-630) containing 1x protease inhibitor (Roche 11836145001) on ice for 60 min. After centrifugation, the pellet was incubated in restriction enzyme buffer containing 0.3% SDS for 1 h at 37 °C while shaking at 900 rpm. Then add triton X-100 (final: 2%) and incubate for 1 h at 37 °C while shaking at 900 rpm. Then, the chromatin was digested with 200U of restriction enzyme DpnII (NEB R0543S) overnight at 37 °C while shaking. After inactivating the restriction enzyme, it was followed by random re-ligation with 100 U T4 DNA Ligase (Thermo Fisher Scientific, 15224025) and incubated overnight at 16 °C. After reversing crosslinks by incubation with proteinase K (0.1 mg ml ^-1^) at 65 °C for 4 h, DNA was purified by phenol/chloroform extraction and ethanol precipitation. 3 C libraries were quantified with Qubit dsDNA Quantitation Assay kits (Thermo Fisher Scientific, Q32854) and diluted to the same concentration to ensure an equal amount of input for qPCR, which was performed using the Roche LightCycler 480 system (v1.5.1.74) with Hieff Unicon® qPCR TaqMan Probe Master Mix (Yeasen, 11205ES03). The short-range ligation products using the anchor primer in combination with a primer for adjacent DpnII fragments were used for normalizing the relative interaction frequency with the *Nfatc1* promoter among different samples to control for differences in cross-linking and ligation efficiencies as described previously^67^. Primer and probe sequences are listed in Supplementary Data 5.

### Statistical and reproducibility

All statistical analyses were performed with GraphPad Prism v6.01 software and are presented as mean ± standard deviation. The unpaired two-tailed t-test between two groups or one-way analysis of variance (ANOVA) with Tukey’s or Dunnett’s multiple comparisons post-hoc test among three or more groups was used for comparisons. *P* < 0.05 is considered statistically significant. All experiments were repeated in triplicate or more unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source data

## Data Availability

The scRNA, bulk mRNA, and ChIP-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE245258. GRCm39 genome is referenced in this study [http://asia.ensembl.org/Mus_musculus/Info/Index]. The other relevant data generated in this study are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis
**Source:** Nat Commun. 2024 Jul 17;15:5994. doi: 10.1038/s41467-024-50225-z
**Supplement:** Supplementary file 1 — Supplementary Information

ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis

Supplementary Fig. 1 *Arid1a* knockout strategy and efficiency in *LysM-Cre;Arid1a^{fl/fl}* mice.

Supplementary Fig. 2. Loss of *Arid1a* in myeloid lineage leads to excessive bone mass.

Supplementary Fig. 3 The proportion and KEGG enrichment analysis of each cell cluster based on the scRNA-seq data.

Supplementary Fig. 4 The constitutently expressed *Nfatc1* partially rescues the defective OC differentiation after loss of *Arid1a*.

Supplementary Fig. 5 Expression change of fate decision marker *Cited2* and *Rab38* after loss of *Arid1a*.

Supplementary Fig. 6 Comparison between the binding profiles of ARID1A and BRD4 during osteoclastogenesis.

Supplementary Fig. 7 Expression change of BRD4 and PU.1 after loss of *Arid1a*.

Supplementary Fig. 8 The motif location of PU.1, NFKB1, FOS::JUN and NFATc1 in the *Nfatc1* SE region.

Supplementary Fig. 9 Gene set enrichment analysis (GSEA) analysis of DEGs in *LysM-Cre;Arid1a^{fl/fl}* group compared with control group based on bulk RNA-seq.

Supplementary Fig. 10 Change of BRD9 in RANKL-induced BMCs after loss of *Arid1a*.

Supplementary Fig. 1

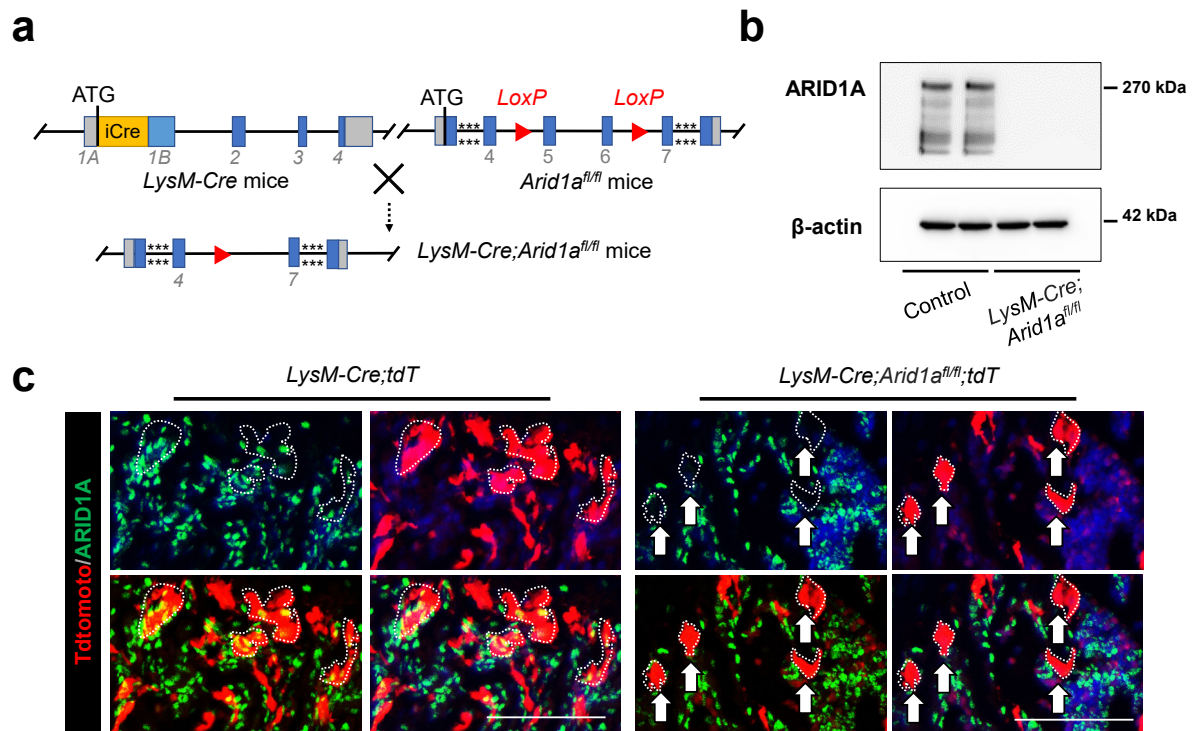

Supplementary Fig. 1 *Arid1a* knockout strategy and efficiency in *LysM-Cre;Arid1a*^{fl/fl} mice. **a** Illustration of *Arid1a* deletion in *LysM*-expressing lineage. Mice-bearing *loxP* sites encompassing the *Arid1a* exon5-exon6 (*Arid1a*^{fl/fl} mice) were crossed with those expressing Cre recombinase driven by the lysozyme M promoter (*LysM-Cre*). **b** ARID1A protein expression in BMCs from 4-week-old male control and *LysM-Cre;Arid1a*^{fl/fl} mouse after RANKL induction, as measured by western blot. **c** Immunofluorescence staining of ARID1A (green) in the distal femur of 4-week-old male *LysM-Cre;tdT* mice and *LysM-Cre;Arid1a*^{fl/fl};tdT mice. Arrows indicate ARID1A-LysM+ myeloid lineage. Scale bar, 100 μm. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Supplementary Fig. 2

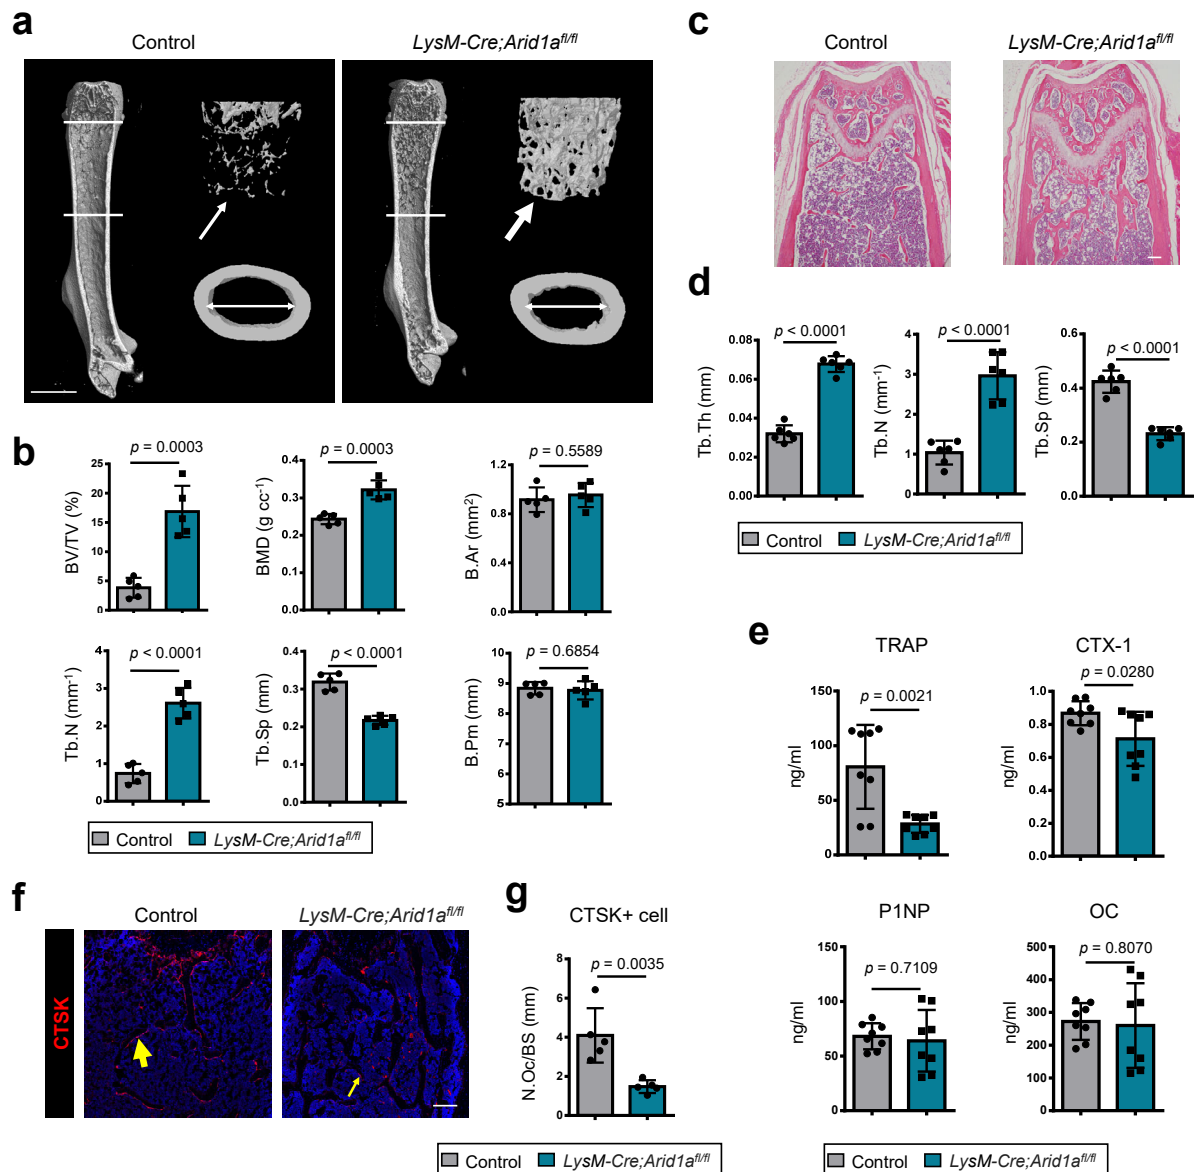

Supplementary Fig. 2. Loss of *Arid1a* in myeloid lineage leads to excessive bone mass. **a** Representative micro-CT image of the distal trabecular bone and cortical bone of femurs from 6-month-old female *LysM-Cre;Arid1a^{fl/fl}* mice and littermate control mice. Thicker arrows indicate the increased bone mass. Scale bar, 2 mm. **b** Quantification analysis of bone volume/tissue volume ratio (BV/TV), bone mineral density (BMD), trabecular number (Tb.N), and trabecular separation (Tb.Sp) of the distal femoral trabecular bone, mean total crosssectional bone area (B. Ar) and mean total

crosssectional bone perimeter (B. Pm) of cortical bone in the femoral midshaft from 6-month-old female *LysM-Cre;Arid1a^{fl/fl}* mice and littermate control mice. *n* = 5 samples. **c** H&E staining and **d** quantification analysis of trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular separation (Tb.Sp) of the distal femoral trabecular bone from 6-month-old female *LysM-Cre;Arid1a^{fl/fl}* mice and littermate control mice. Scale bar, 200 μ m. *n* = 6 samples. **e** Quantitative measurements of serum biomarkers of bone resorption (TRAP and CTX-I) and bone formation (OCN and P1NP) in 3-month-old male *LysM-Cre;Arid1a^{fl/fl}* mice and control mice. *n* = 8 samples. **f** CTSK immunofluorescence (red) staining and **g** quantification analysis of the distal femoral trabecular bone from 6-month-old female *LysM-Cre;Arid1a^{fl/fl}* mice and littermate control mice. *n* = 5 samples. Scale bar, 200 μ m. Yellow arrows indicate positive signals. All data in this figure are represented as mean $\pm$ SD. Two-tailed Student's *t*-test for **b**, **d**, **e** and **g**. All experiments were performed in triplicates unless otherwise stated. Source data and exact *p* values are provided in the Source data file.

Supplementary Fig. 3

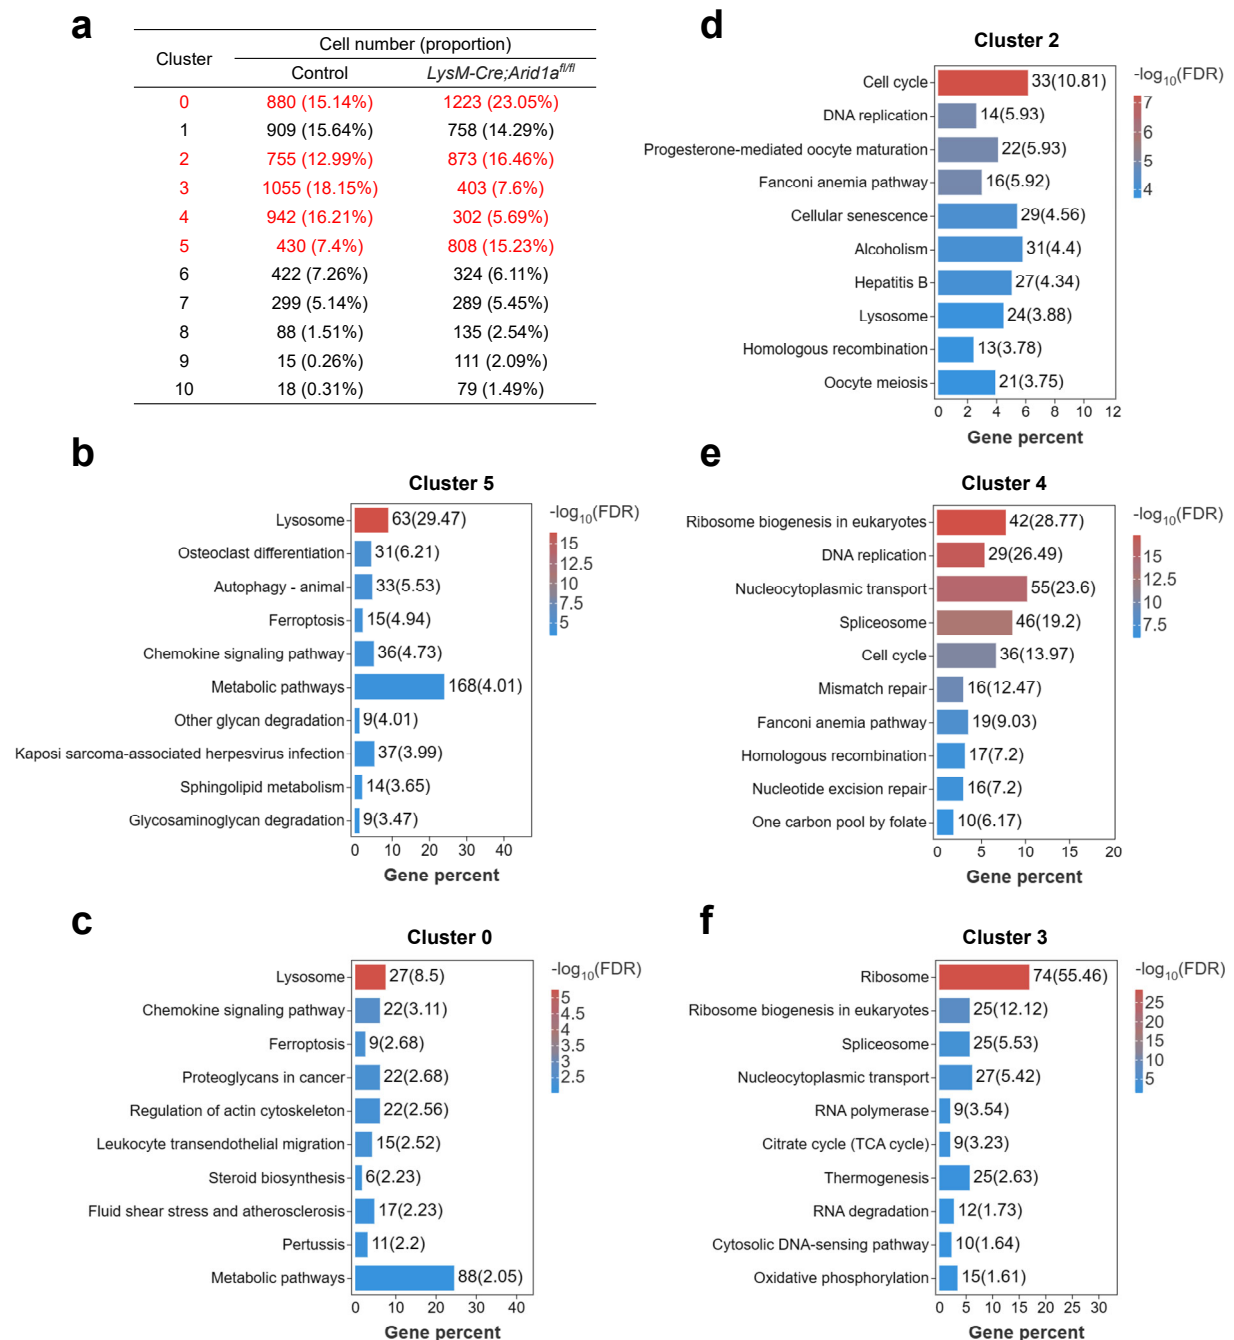

Supplementary Fig. 3 The proportion and KEGG enrichment analysis of each cell cluster based on the scRNA-seq data. a Change in the proportion of each cell cluster between the control group and *LysM-Cre;Arid1a^{fl/fl}* group. **b-f** Bar plot of top 10 KEGG pathway enrichment statistics of differentially expressed genes (DEGs) profiles between cluster 5, 0, 2, 4, and 3 in the control group. Hypergeometric distribution test for **b-f**. The

y-axis represents the name of the pathway and the x-axis represents the gene percent.
Color bar indicates the FDR value.

Supplementary Fig. 4

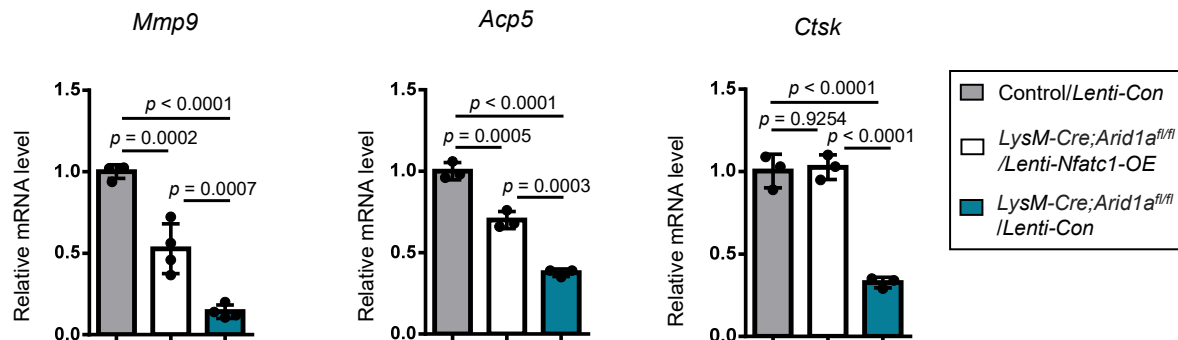

Supplementary Fig. 4 The constitutively expressed *Nfatc1* partially rescues the defective OC differentiation after loss of *Arid1a*. The mRNA expression of *Mmp9*, *Acp5* and *Ctsk* in *Nfatc1*-overexpressed (OE) and control BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by qPCR. $n = 4$ biologically independent samples for *Mmp9*. $n = 3$ biologically independent samples for *Acp5* and *Ctsk*. All data in this figure are represented as mean $\pm$ SD. one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test. All experiments were performed in triplicates unless otherwise stated. Source data and exact p values are provided in the Source data file.

Supplementary Fig. 5

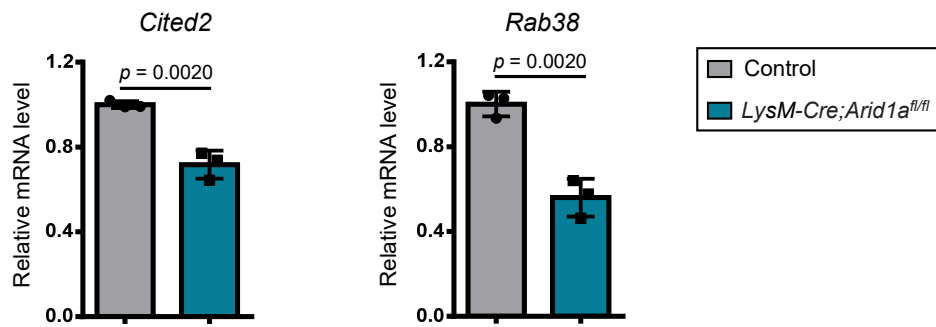

Supplementary Fig. 5 Expression change of fate decision marker *Cited2* and *Rab38* after loss of *Arid1a*. The mRNA expression of *Cited2* and *Rab38* in BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by qPCR. $n = 3$ biologically independent samples. All data in this figure are represented as mean $\pm$ SD. Two-tailed Student's *t*-test. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Supplementary Fig. 6

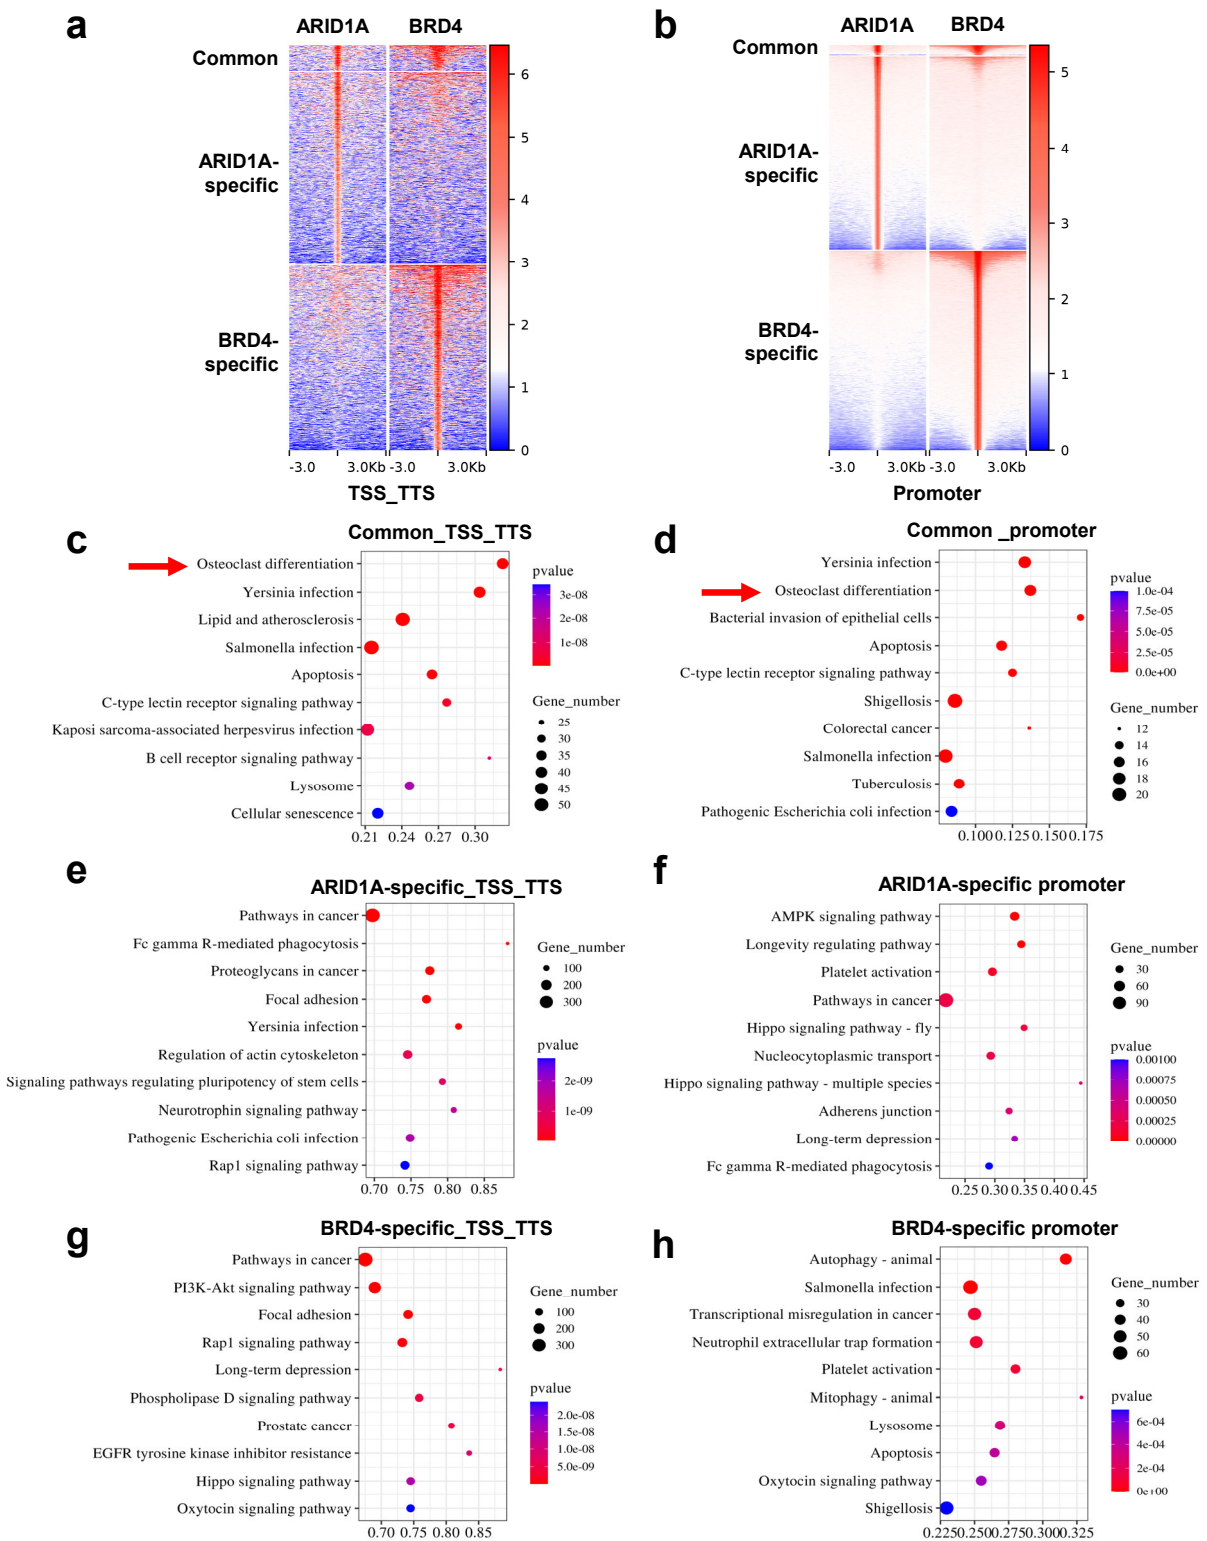

Supplementary Fig. 6 Comparison between the binding profiles of ARID1A and BRD4 during osteoclastogenesis. **a, b** Heatmap representation of ChIP-seq against ARID1A and BRD4 in ± 3 kb around TSS_TTS (**a**) and promoter (**b**). **c-h** Scatter plot of top 10 KEGG pathway enrichment statistics. Hypergeometric distribution test for **c-h**. The y-axis represents the name of the pathway and the x-axis represents the rich factor. Dot size represents the number of genes and the color bar indicates the p value. Arrow indicates that the enriched pathway of OC differentiation process.

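Peaks were compared over the span from TSS to transcription termination site and over promoters alone. With promoter peaks only, 19 of 120 OC differentiation genes had overlapping ARID1A and BRD4 peaks, 5.22 times the share of all protein-coding genes (exact 95% interval 3.23 to 7.78). They included *Nfkbia*, *Ncf4* and *Junb*. ARID1A-specific promoter peaks were found at 18 of these genes (1.08 times, 0.655 to 1.62), at percentile 35.1 of random gene lists matched for length, and BRD4-specific ones at 30 (1.90 times, 1.33 to 2.56). In the pathway plots the rich factor sets the genes of a KEGG pathway that carry peaks against all genes of that pathway, and the color gives the *p* of a hypergeometric test.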

Supplementary Fig. 7

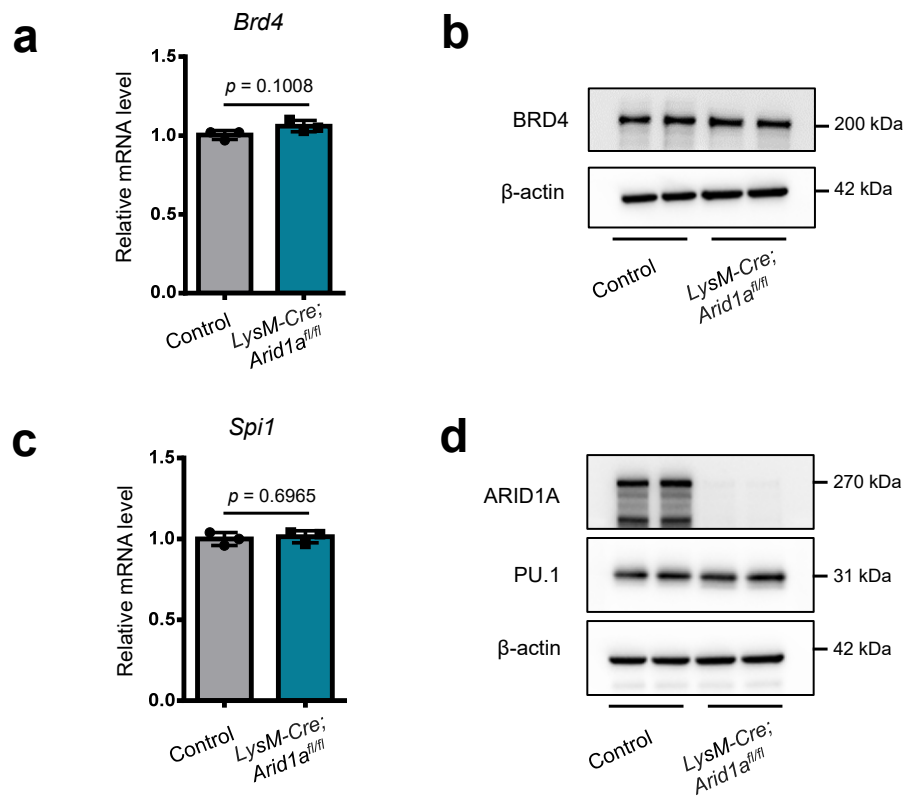

Supplementary Fig. 7 Expression change of BRD4 and PU.1 after loss of *Arid1a*.

a The mRNA expression of *Brd4* in BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by qPCR. $n = 3$ biologically independent samples. **b** The protein expression of BRD4 in BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by western blot. **c** The mRNA expression of *Spi1* (*Pu.1*) in BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by qPCR. $n = 3$ biologically independent samples. **d** The protein expression of ARID1A and PU.1 in BMCs from 4-week-old male *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates after RANKL-induction, as measured by western blot. All data in this figure are represented as mean $\pm$ SD. Two-tailed Student's *t*-test for **a** and **c**. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Supplementary Fig. 8

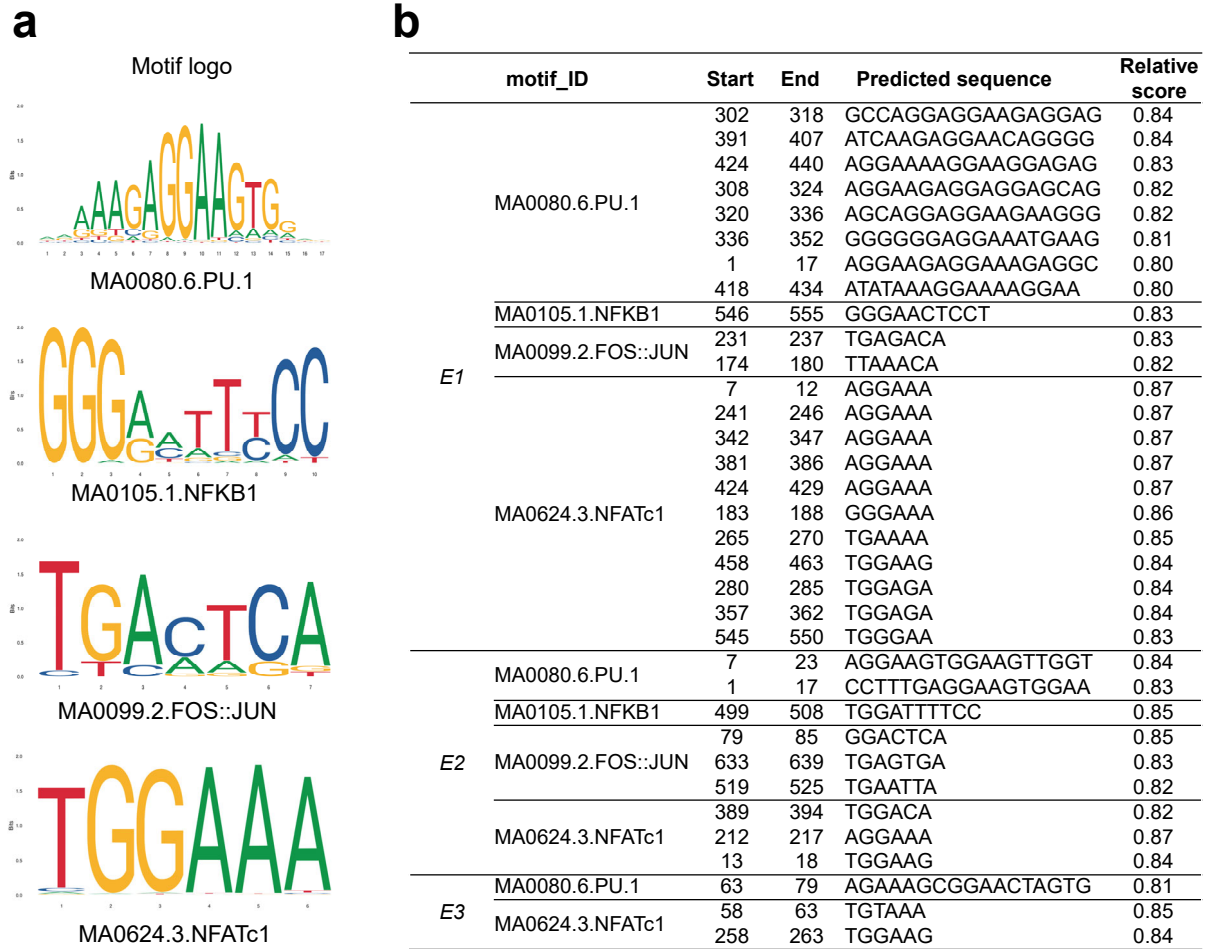

Supplementary Fig. 8 The motif location of PU.1, NFKB1, FOS::JUN and NFATc1 in the *Nfatc1* SE region. a The motif logo and **b** motif hits of PU.1, NFKB1, FOS::JUN and NFATc1 in the enhancer region 1 (*E1*, 0.59kb, Chr18:80,758,246-80,758,838), enhancer region 2 (*E2*, 0.71kb, Chr18:80,745,769-80,746,481) and enhancer region 3 (*E3*, 0.34kb, Chr18:80,734,924-80,735,265), predicted by JASPAR.

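The PU.1 consensus matches the reference sequence at 2 sites in E2, GAGGAAGT at 80745873 to 80745880 and ACTTCCTC at 80746469 to 80746476, and at 1 site in E3, ACTTCCTC at 80734926 to 80734933, which is 237 bp from the summit of the ARID1A peak. E1 holds no match to the PU.1, AP-1, NFAT core or NF-kB consensus. Around the ARID1A summit, from 80735136 to 80735196, the reference reads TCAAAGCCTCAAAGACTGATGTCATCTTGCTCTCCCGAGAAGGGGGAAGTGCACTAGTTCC. This stretch around the summit contains GGGGAAGT, which differs from the PU.1 consensus GMGGAAGT at 1 base and so was not counted as a match. JASPAR scores each position of a site against a matrix, so it can report hits that differ from a consensus. A hit is a prediction from sequence that no binding measurement enters.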

Supplementary Fig. 9

a

Rank	GO. ID	Gene set_ Up in <i>LysM-Cre;Arid1a^{fl/fl}</i> group	NES	NOM p-val
1	GO_0035456	RESPONSE TO INTERFERON-BETA	2.36	0.000
2	GO_0035458	CELLULAR RESPONSE TO INTERFERON-BETA	2.35	0.000
3	GO_0016503	PHEROMONE RECEPTOR ACTIVITY	2.27	0.000
4	GO_0048525	NEGATIVE REGULATION OF VIRAL PROCESS	2.25	0.000
5	GO_0045071	NEGATIVE REGULATION OF VIRAL GENOME REPLICATION	2.15	0.000
6	GO_0048002	ANTIGEN PROCESSING AND PRESENTATION OF PEPTIDE ANTIGEN	2.12	0.000
7	GO_0009620	RESPONSE TO FUNGUS	2.11	0.000
8	GO_0051673	MEMBRANE DISRUPTION IN ANOTHER ORGANISM	2.11	0.000
9	GO_0002483	ANTIGEN PROCESSING AND PRESENTATION OF ENDOGENOUS PEPTIDE ANTIGEN	2.10	0.000
10	GO_0140546	DEFENSE RESPONSE TO SYMBIONT	2.10	0.000

b

Rank	GO. ID	Gene set_ Down in <i>LysM-Cre;Arid1a^{fl/fl}</i> group	NES	NOM p-val
1	GO_0003735	STRUCTURAL CONSTITUENT OF RIBOSOME	-2.41	0.000
2	GO_0044391	RIBOSOMAL SUBUNIT	-2.37	0.000
3	GO_0022626	CYTOSOLIC RIBOSOME	-2.37	0.000
4	GO_0042254	RIBOSOME BIOGENESIS	-2.36	0.000
5	GO_0022613	RIBONUCLEOPROTEIN COMPLEX BIOGENESIS	-2.30	0.000
6	GO_0098798	MITOCHONDRIAL PROTEIN-CONTAINING COMPLEX	-2.29	0.000
7	GO_0002181	CYTOPLASMIC TRANSLATION	-2.29	0.000
8	GO_0006364	RRNA PROCESSING	-2.26	0.000
9	GO_0005840	ANTIGEN PROCESSING AND RIBOSOME	-2.26	0.000
10	GO_0022625	CYTOSOLIC LARGE RIBOSOMAL SUBUNIT	-2.25	0.000

c

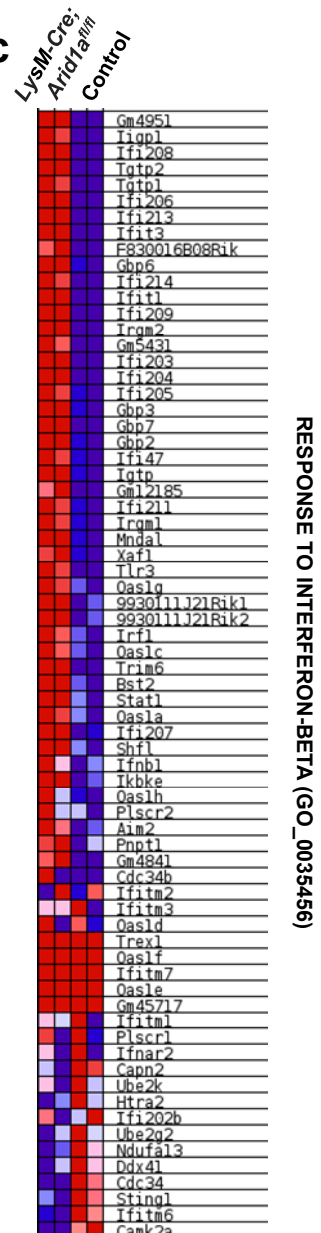

Supplementary Fig. 9 Gene set enrichment analysis (GSEA) analysis of DEGs in *LysM-Cre;Arid1a^{fl/fl}* group compared with control group based on bulk RNA-seq. GSEA analysis of the top 10 upregulated gene sets **a and downregulated gene sets **b** in *LysM-Cre;Arid1a^{fl/fl}* group compared with the control group. **c** Heatmap hierarchical clustering of GO term_0035456 in *LysM-Cre;Arid1a^{fl/fl}* group compared with control**

group. $n = 2$ biologically independent samples. Empirical phenotype-based permutation test for **a** and **b**.

Supplementary Fig. 10

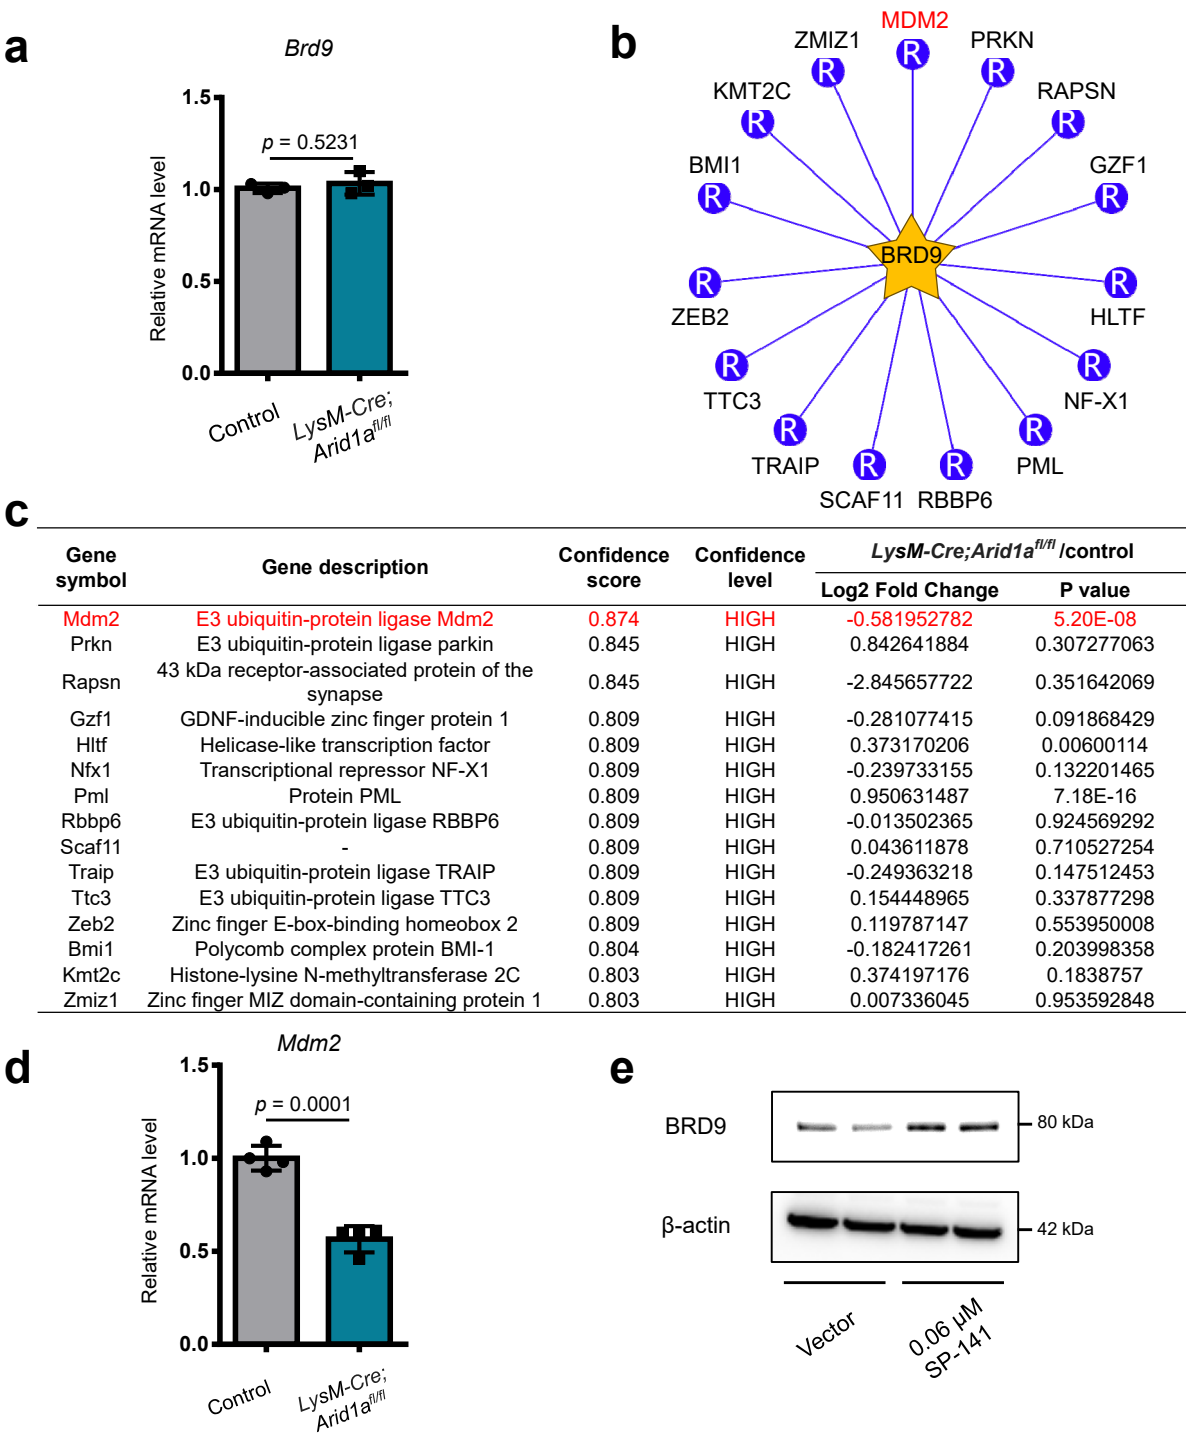

Supplementary Fig. 10 Change of BRD9 in RANKL-induced BMCs after loss of *Arid1a*. **a** The mRNA expression of *Brd9* in BMCs from 4-week-old male *LysM-*

Cre;Arid1a^{fl/fl} mice compared with that from control littermates, as measured by qPCR. *n* = 3 biologically independent samples. **b** The predicted potential E3 ligases/deubiquitinases (DUBs) for BRD9 using UbiBrowser 2.0 software. **c** The mRNA expression change of top 15 predicted ubiquitin ligases/DUBs in BMDMs from control and *LysM-Cre;Arid1a^{fl/fl}* mouse. **d** The mRNA expression of *Mdm2* in BMCs from *LysM-Cre;Arid1a^{fl/fl}* mice compared with that from control littermates, as measured by qPCR. *n* = 4 biologically independent samples. **e** The protein expression of BRD9 in 0.06 μ M SP-141 (MDM2 inhibitor) or control vector treated BMCs after RANKL-induction, as measured by western blot. Two-tailed Student's *t*-test for **a** and **d**. Negative binomial distribution used for **c**. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

# Supplementary material for: ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis
**Source:** Nat Commun. 2024 Jul 17;15:5994. doi: 10.1038/s41467-024-50225-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data Legends:

Supplementary Data 1. The 728 genes associated with SEs identified by H3K27Ac ChIP-Seq.

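The table gives for each super-enhancer of control BMCs after RANKL its position, the number of stitched peaks, its rank, the overlapping and proximal transcripts and the closest gene. All 728 genes are also in the authors' deposited table of super-enhancers. *Mitf*, *Syk*, *Spi1* and *Trem2* are among these genes, and *Ctsk*, although covered by the region assigned to *Ctss*, is not counted as its closest gene.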

Supplementary Data 2. The 143 genes common in ARID1A occupied and SE-associated gene list.

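Each of the 143 genes had a super-enhancer and an ARID1A peak at a *p* threshold of 0.001 in the authors' lists, and 112 of them, *Csf1r*, *Nfatc1* and *Tgfbr2* among them, had an ARID1A peak at a *q* threshold of 0.05. The other 31 had none at that threshold.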

Supplementary Data 3. The 44 OC differentiation-associated differentiated expressed genes after loss of ARID1A within cell cluster 4.

Supplementary Data 4. List of primer sequences used for q-PCR.

Supplementary Data 5. List of 3C-qPCR primers.

# Supplementary material for: ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis
**Source:** Nat Commun. 2024 Jul 17;15:5994. doi: 10.1038/s41467-024-50225-z
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	NIS-Elements software (v4.5000.1117.0) and DP2-TWAIN software (v3.0.0.6212) were used to acquire images. Western blots were detected using UVITEC Alliance system (v16.0.3.0). Real-time reverse transcription PCR was performed using Roche LightCycler 480 system (v1.5.1.74). RNA-seq and ChIP-seq were conducted on Illumina NovaSeq 6000 platform.
Data analysis	CT data were reconstructed with NRecon software (v1.7.1.0, Bruker, Kontich, Belgium), and analyzed using the program CTAn (v1.16, Bruker, Kontich, Belgium).<br>Statistical analyses were performed with GraphPad Prism v6.01 software.<br>Single-cell RNA-sequencing analysis:Single cells were loaded on a 10X Genomics GemCode Single-cell instrument. Libraries were generated and sequenced from the cDNAs with Chromium Next GEM Single Cell 3' Reagent Kits v3.1. and subjected to Illumina NovaSeq 6000. Quality control, alignment, quantification, and aggregation of sample count matrices were performed using the 10x Genomics Cell Ranger pipeline according to the manufacturer's protocol. Significantly upregulated genes were identified with at least 1.28-fold overexpressed in the target cluster, expressed in more than 25% of the cells belonging to the target cluster and the p-value is less than 0.01. The differentially expressed genes in the given cluster were further conducted with KEGG pathway enrichment analysis. pseudotime analysis was conducted using monocle2, a method that can predict the differentiation trajectory based on an individual cell's asynchronous progression of the process with a standard protocol with default parameters. The estimation of the root of the trajectory was based on the cluster identities and marker gene analysis. Partition-based graph abstraction (PAGA), which allows robust reconstruction branching gene expression changes across different datasets, was also conducted according to standard protocol. Correlation statistics and significance calculations for each gene were conducted using the Rfast2 software package. Then the significantly differential expression genes with FDR <1e-7 and genes with similar trends in expression were identified on the pseudotime axis.<br>RNA-sequencing analysis: libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit and then sequenced on the Illumina NovaSeq 6000 platform. Raw reads were filtered using Cutadapt (v1.15) and aligned with the GRCh39 genome using HISAT2 v2.0.5. Read

Count values on each gene were compared using HTSeq (v0.9.1) and normalized to FPKM. Then difference expression of genes was analyzed using DESeq (v1.30.0) (fold change ≥ 2 and $p < 0.05$). GSEA analysis was performed to functionally annotate the relevant genes and assess the enriched signaling pathways using GSEA_Linux_4.1.0.

ChIP-seq: Raw reads were filtered using FASTX-Toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/). Clean reads were aligned to the GRCh39 mouse genome using Bowtie 2 (v2.3.5.1). Multiple aligned reads were filtered out using Picard (v2.27.5) (<http://broadinstitute.github.io/picard/>). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.2.71) with default parameters. The peaks were annotated using ChIPseeker (v1.20.0). For motif enrichment analysis we used AME with the same background model and negative control. AME tool of the MEME suite provides motifs that are enriched compared to the shuffled background. We set the E-value threshold (E-value ≤ 10 , Fisher's exact test) for reporting enriched motifs. We used motif database JASPAR2022_CORE_vertbrates_non-redundant_v2. meme to test for enrichment.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA, bulk mRNA, and ChIP-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE245258 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245258>]. GRCh39 genome is referenced in this study [http://asia.ensembl.org/Mus_musculus/Info/Index]. The other relevant data generated in this study are provided in the Supplementary Information/Source Data file.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size. At least $n = 3$ mice of each groups were analyzed with exact sample size declared in corresponding figure legends. This was shown to be sufficient in previous studies, e.g. Deng, C. et al. Nat Commun 12, 2174 (2021); Sun, W. et al. Nat Commun 13, 2899 (2022); Jacome-Galarza, C.E. et al. Nature 568, 541–545 (2019), to discern statistically significant differences. In molecular biology experiments, $n = 3$ was chosen to generate p-values to determine if results are significant.

Data exclusions

No data were excluded in this study.

Replication

The in vitro experiments reported in the manuscript were replicated independently at least three times to confirm reproducibility. The exact sample size in terms of mice in all experiments are declared in corresponding figure legends.

Randomization

Samples and mice were randomly allocated to different groups.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies used in immunofluorescence staining are as following: ARID1A antibody (Cell signaling, 12354, 1:100; novusbio, NBP2-61623, 1:100), CTSK antibody (Abcam, ab37259, 1:100), ACP5 antibody (Abcam, ab235448, 1:100), NFATc1 antibody (Bioworld, bs6677, 1:100), BRD4 antibody (Bethyl Laboratories, A700-004, 1:100), PU.1 antibody (abnova, H00006688-M02, 1:100), STAT1 antibody (Cell signaling, 9172, 1:100), goat anti-rabbit IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 488 (Thermo Fisher Scientific, A-11008, 1:200), donkey anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, alexa fluor 594 (Thermo Fisher Scientific, A-21207, 1:200), goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 488 (Thermo Fisher Scientific, A-11001, 1:200), goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 594 (Thermo Fisher Scientific, A-11005, 1:200), goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, alexa fluor™ 647 (Thermo Fisher Scientific, A-21235, 1:200).

Antibodies used in western blot as following: ARID1A antibody (Cell signaling, 12354, 1:1000), MMP9 antibody (Abcam, ab228402, 1:1000), CTSK antibody (Abcam, ab37259, 1:1000), NFATc1 (BioLegend, 649601, 1:500), BRD4 antibody (Bethyl Laboratories, A700-004, 1:1000), PU.1 antibody (Abcam, ab227835, 1:1000), BRD9 antibody (Abcam, ab259839, 1:1000), STAT1 antibody (Cell signaling, 9172, 1:1000), β -actin antibody (Abcam, ab20272HRP, 1:5000), mouse IgG HRP-conjugated antibody (R&D, HAF007, 1:1000) and rabbit IgG HRP-conjugated antibody (R&D, HAF008, 1:1000).

ARID1A antibody (Cell signaling, 12354, 1:100), BRD9 antibody (Bethyl Laboratories, A700-153, 1:100) or normal Rabbit IgG (Cell Signaling, 2729, the same concentration as the specific target antibody) were used for immunoprecipitation. Immune complexes were subjected to immunoblotting with ARID1A antibody (Cell signaling, 12354, 1:1000), BRD4 antibody (Bethyl Laboratories, A700-004, 1:1000), PU.1 antibody (Abcam, ab227835, 1:1000), BRD9 antibody (Abcam, ab259839, 1:1000).

H3K27Ac antibody (Cell signaling, 8173, 1:100), ARID1A antibody (Cell signaling, 12354, 1:100), BRD4 antibody (Bethyl Laboratories, A700-004, 1:100), PU.1 antibody (Abcam, ab227835, 1:100) with normal rabbit IgG (Cell Signaling, 2729, the same concentration as the specific target antibody) as a non-specific IgG control were used for chromatin immunoprecipitation.

Validation

All antibodies were commercial available and characterized by manufacturers online.

1. ARID1A antibody (<https://www.cellsignal.com/products/primary-antibodies/arid1a-baf250a-d2a8u-rabbit-mab/12354>);
2. ARID1A antibody (https://www.novusbio.com/products/arid1a-antibody-cl3595_nbp2-61623);
3. CTSK antibody (<https://www.abcam.com/cathepsin-k-antibody-3f9-ab37259.html>);
4. ACP5 antibody (<https://www.abcam.cn/acid-phosphatase-antibody-epr21787-ab235448.html>);
5. NFATc1 antibody (<https://bioworlde.com/Primary-Antibodies/149784.html>);
6. BRD4 antibody (<https://www.biomol.com/products/antibodies/primary-antibodies/general/anti-brd4-recombinant-monoclonal-a700-004-t>);
7. PU.1 antibody (<https://www.abnova.com/en-global/product/detail/H00006688-M02>);
8. STAT1 antibody (<https://www.cellsignal.com/products/primary-antibodies/stat1-antibody/9172>);
9. Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>);
10. Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (<https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>);
11. Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>);
12. Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11005>);
13. goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, alexa fluor™ 647 (<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21235>);
14. MMP9 antibody (<https://www.abcam.com/mmp9-antibody-epr22140-154-ab228402.html>);
15. NFATc1 antibody (<https://www.biolegend.com/en-gb/products/purified-anti-nfatc1-antibody-6993?GroupID=BLG9157>);
16. PU.1 antibody (<https://www.abcam.com/products/primary-antibodies/pu1spi1-antibody-epr22624-20-chip-grade-ab227835.html>);

16. BRD9 antibody (<https://www.abcam.cn/brd9-antibody-epr23888-5-ab259839.html>);
 17. β -actin antibody (<https://www.abcam.com/hrp-beta-actin-antibody-mabcam-8226-loading-control-ab20272.html>);
 18. Mouse IgG HRP-conjugated antibody (https://www.rndsystems.com/cn/products/mouse-igg-hrp-conjugated-antibody_haf007);
 19. Rabbit IgG HRP-conjugated antibody (https://www.rndsystems.com/cn/products/rabbit-igg-hrp-conjugated-antibody_haf008);
 20. BRD9 antibody (<https://www.biomol.com/products/antibodies/primary-antibodies/general/anti-brd9-recombinant-monoclonal-a700-153-t?fs=1236343819>).
 21. Normal-rabbit-igg antibody (<https://www.cellsignal.com/products/primary-antibodies/normal-rabbit-igg/2729>);
 22. H3K27Ac antibody (<https://www.cellsignal.com/products/primary-antibodies/acetyl-histone-h3-lys27-d5e4-xp-rabbit-mab/8173>).

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	RAW264.7 cell line was ordered from the cell bank of Cyagen Biosciences.
Authentication	The cell line has been validated using the short tandem repeat (STR) profiling method.
Mycoplasma contamination	The cell line has been tested negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	LysM-Cre mice (Strain NO. T003822), Arid1a-flox mice (Strain NO. T013487) Brd9-flox mice (Strain NO. T008489), and WT C57BL/6J mice (Strain NO. N000013) and tdTomato (Strain NO. 007909) mouse line were used and cross-bred in this study. All mice were used for analysis regardless of sex. All mice were housed in pathogen-free conditions with constant ambient temperature ($22 \pm 2^\circ\text{C}$) and humidity ($55 \pm 10\%$), with an alternating 12-hour light/dark cycle. The ages for strains of laboratory animals are between 3-week-old to 6-month-old, and the exact ages of laboratory animals used in each experiment are listed in the figure legend accordingly.
Wild animals	Our study did not involve wild animals.
Reporting on sex	All mice were used for analysis regardless of sex.
Field-collected samples	Our study did not involve samples collected from the field.
Ethics oversight	All animal studies were approved by the Institutional Animal Care and Use Committee at Ninth People's Hospital, School of Medicine, Shanghai Jiao Tong University (SH9H-2022-A926-1).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245258
Files in database submission	GSM7839482 1_Arid1a

Files in database submission	GSM7839483 1_Input<br>GSM7839484 C_Brd4<br>GSM7839485 C_H3K27ac<br>GSM7839486 C_Input<br>GSM7839487 M_Brd4<br>GSM7839488 M_Input<br>GSM8241279 BMDMs, M_Arid1a<br>GSM8241280 BMDMs, M_Brd4<br>GSM8241281 BMDMs, M_Input<br>GSM8241282 BMDMs, MR_Pu1_2<br>GSM8241283 BMDMs, MR_Input
Genome browser session<br>(e.g. UCSC)	No longer applicable.

Methodology

Replicates	ChIP-seq experiments were performed in singlicate per condition per experiment.
Sequencing depth	Double-end sequencing was used with 150 bp read length.<br>GSM7839482 1_Arid1a total reads 93541358, Uniquely aligned reads 64103964<br>GSM7839483 1_Input total reads 55000802, Uniquely aligned reads 36496672<br>GSM7839484 C_Brd4 total reads 104836790, Uniquely aligned reads 63399319<br>GSM7839485 C_H3K27ac total reads 64951172, Uniquely aligned reads 47944961<br>GSM7839486 C_Input total reads 88046260, Uniquely aligned reads 43695193<br>GSM7839487 M_Brd4 total reads 113220496, Uniquely aligned reads 56984253<br>GSM7839488 M_Input total reads 61827020, Uniquely aligned reads 34626259<br>GSM8241279 BMDMs, M_Arid1a total reads 71609510, Uniquely aligned reads 33542594<br>GSM8241280 BMDMs, M_Brd4 total reads 67130308, Uniquely aligned reads 50529960<br>GSM8241281 BMDMs, M_Input total reads 37198094, Uniquely aligned reads 22569934<br>GSM8241282 BMDMs, MR_Pu1_2 total reads 62843328, Uniquely aligned reads 47951068<br>GSM8241283 BMDMs, MR_Input total reads 46548128, Uniquely aligned reads 29871114
Antibodies	H3K27Ac antibody (Cell signaling, 8173, 1:100), ARID1A antibody (Cell signaling, 12354, 1:100), BRD4 antibody (Bethyl Laboratories, A700-004, 1:100), PU.1 antibody (Abcam, ab227835, 1:100)
Peak calling parameters	Clean reads were aligned to the GRCh39 mouse genome using Bowtie 2 (v2.3.5.1). Multiple aligned reads were filtered out using Picard (v2.27.5) (http://broadinstitute.github.io/picard/). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.2.71) with default parameters and $p < 0.05$. The peaks were annotated using ChIPseeker (v1.20.0).
Data quality	Raw reads were filtered using FASTX-Toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/). p -value < 0.05 .<br>GSM7839482 1_Arid1a call peaks 56564, p -value < 0.05 .<br>GSM7839484 C_Brd4 call peaks 58199, p -value < 0.05 .<br>GSM7839485 C_H3K27ac call peaks 44727, p -value < 0.05 .<br>GSM7839487 M_Brd4 call peaks 256457, p -value < 0.05 .<br>GSM8241279 BMDMs, M_Arid1a call peaks 682855, p -value < 0.05 .<br>GSM8241280 BMDMs, M_Brd4 call peaks 405593, p -value < 0.05 .<br>GSM8241282 BMDMs, MR_Pu1_2 call peaks 413304, p -value < 0.05 .
Software	FASTX-Toolkit (v0.0.14), Bowtie 2 (v2.3.5.1), Picard (v2.27.5), MACS2 (v2.2.71), ChIPseeker (v1.20.0)

How the deposited data were processed for this re-analysis (not part of the article)

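ChIP-seq of control BMCs after 24 h of RANKL (ARID1A, BRD4 and H3K27Ac) and of *Arid1a*-deficient BMCs from *LysM-Cre;Arid1a fl/fl* mice after 24 h of RANKL (BRD4) was analysed from the authors' peak lists, with 1 library per condition, 4 libraries in all. Of the 12 libraries in the labels, the inputs entered only through the authors' peak calls. The 3 libraries with M-CSF alone, and the PU.1 ChIP of the paper, were not analysed here.

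The authors trimmed reads with FASTX-Toolkit 0.0.14, aligned them to GRCm39 with Bowtie 2 2.3.5.1, filtered out multiple aligned reads with Picard (2.1.0 in the methods, 2.27.5 in the Reporting Summary), called peaks on uniquely mapped reads without duplicates with MACS2 (2.1.0 in the methods, 2.2.71 in the Reporting Summary) at a *p* threshold of 0.05 and annotated them with ChIPseeker 1.20.0. In each list the authors give the pileup, which is the signal (read coverage) at the summit, the fold enrichment over input, which is a ratio, and −log10 of *p* and of *q*. These are the authors' values, not normalized between libraries, and were used only to describe, rank and filter peaks within one list. The deposited table of super-enhancers gives the position, length, stitched length and rank of each region in bp and the closest gene. The uniquely mapped reads of the analysed libraries, from the Reporting Summary, ranged from 47944961 to 64103964. The lowest pileup in the lists was 3.06 for ARID1A, 3.69 for control BRD4, 3.65 for H3K27Ac and 2 for *Arid1a*-deficient BRD4, which sets the weakest signal that a list can hold. The smallest step between pileups was 0.61, 0.92, 0.91 and 1 in the same order. The lists are therefore on different scales, and these lowest values cannot be set against each other. A few lines with emptied fields, 2 for ARID1A, 1 for control BRD4, 3 for H3K27Ac and 2 for *Arid1a*-deficient BRD4, were left out.

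Overlap of peaks and regions meant at least 1 bp. Shares of peaks carry exact (Clopper-Pearson) 95% binomial intervals and stand beside 1000 random placements of the same peaks on the same chromosomes. Gene lists stand beside the share of all protein-coding genes of GENCODE M39 and beside 10000 random gene lists matched on gene length in 10 classes. Motif consensus matches within 100 bp of summits stand beside 100 dinucleotide shuffles and, as an alternative, windows 5 kb to each side. A fixed seed, 20240717, was used. Super-enhancer genes given by RefSeq accessions were named with the RefSeq annotation of GRCm39, and 4350 of 4353 accessions matched. Since there was 1 library per condition, no test between conditions was made.

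Before the data were examined, 14 gene lists were fixed, for OC differentiation (written from memory of the KEGG pathway), RANK signaling and OC TFs, OC effectors, monocytes and macrophages, interferon and STAT1, cell cycle, lysosome, neutrophils, B and T lymphocytes, erythroid cells, osteoblasts and stroma, genes of other tissues, housekeeping and the BAF complex. The genes named are those the paper names in its ChIP-seq results or as markers or targets, the genes of the 10 peaks with the highest −log10 *p* in each library and among the ARID1A-dependent BRD4 peaks, the 10 highest-ranked super-enhancers, and members of the lists with a peak at a *p* threshold of 0.001. The values in the paper's tables had been seen when this rule was written. The region at rank 12 was named for *Ctsk*, a gene the paper names, and *Tomm20* as a gene covered by the highest-ranked region. The genes of the strongest BRD4 peaks found in the *Arid1a*-deficient list alone fall outside this rule and were chosen after their values were seen.

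The counting code was tested on simulated data. Among 200 random gene lists without a link to the peaks, 5% lay above the 95th percentile. Among lists with a 2-fold link, 100% did. Of 1000 simulated peaks with 30% planted overlap, 30% were recovered. Of 3000 simulated sequences, 926 held the motif and all 926 were recovered. Alternatives tried were the *p* threshold of the lists, 0.05, and a *q* threshold of 0.05, overlap of at least 50% of a peak, promoter peaks only, peaks within 50 kb of the TSS, every proximal gene of a super-enhancer, stricter or looser rules for a lost BRD4 peak, and other motif definitions and backgrounds. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0, pysam 0.24.0 and Matplotlib 3.10.9, and samtools 1.23.1, were used.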

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

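The tests of the strength of lost peaks, of sequencing depth and of weak ARID1A peaks were chosen after the result was seen.

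Control BRD4 peaks without an *Arid1a*-deficient counterpart were mostly weak, with a median −log10 *p* of 3.55, as at *Acp5*, and mostly outside super-enhancers. Above a −log10 *p* of 10 only 2.87% lacked a counterpart, against 78.2% at 3 to 4, so that calling near the threshold is a candidate explanation for most of them. Loss where ARID1A is bound would predict more loss at ARID1A peaks, which were taken here at a *p* threshold of 0.05. Of 2035 control BRD4 peaks over such an ARID1A peak, 26.0% lacked a counterpart. The mean was 35.1% (33.3 to 37.0) in draws matched on strength and H3K27Ac, so no excess of loss was seen. These draws were not matched on length, and a longer peak meets the 1 bp overlap rule more easily. Peaks with a counterpart were longer (median 509 bp against 345 bp), so this comparison cannot decide the question. The strength of peaks inside super-enhancers does not account for their low loss, since 18.9% were lost there against 60.7% (59.0 to 62.5) in draws from outside matched on strength, and 31.3% when H3K27Ac was matched as well. Any listed *Arid1a*-deficient peak that overlapped counted as a counterpart, however weak. A change of any size in the height of BRD4 signal after loss of *Arid1a*, which lists of peaks cannot show, therefore stays open.

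The *Arid1a*-deficient BRD4 library has 3867 peaks at a *q* threshold of 0.05 that overlap no control BRD4 peak, and the paper does not report on peaks found in that library alone. The strongest lay at *Ccnd1*, which encodes cyclin D1 (−log10 *p* 16.6), *Gm46562*, *Senp2*, *Lrrc25* and *Zfp217*, which were chosen for naming after their values were seen. Deeper sequencing of that library is argued against by its uniquely mapped reads, 0.899 times those of the control library. The reads left after removal of duplicates, on which peaks were called, are not given separately. Weak calls away from active chromatin may contribute, since the share in H3K27Ac peaks was 38.5% (36.9 to 40.0) without a control peak, 0.400 times that of peaks with one, although random placement gives 3.71%. The shallower input of the *Arid1a*-deficient cells and a gain of BRD4 after loss of *Arid1a* stay open, as neither was tested.

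Most ARID1A peaks at a *p* threshold of 0.05 lay outside H3K27Ac peaks, in contrast to strong ones such as that at *Cass4*. Calls from background among the weak peaks may be part of this, but peaks with a −log10 *p* under 2 still overlapped H3K27Ac peaks 2.56 times as often as random placements (8.10% against 3.16%), so background and weak binding cannot be told apart with 1 library. No biological explanation was tested.

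The strongest control BRD4 peak, with a −log10 *p* of 144.2 and a fold enrichment of 36.6, lies over the processed pseudogene *Gm5555* (chromosome 5, 49709501 to 49710696), a place the paper does not discuss, where neither the H3K27Ac nor the ARID1A list has a peak and the *Arid1a*-deficient BRD4 list has one with a −log10 *p* of 10.1 and a fold enrichment of 6.80 (49709563 to 49710098).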

How the results depend on the processing

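Of the alternatives, 5 were chosen after the data were seen, namely a *q* threshold of 0.05 in both BRD4 lists for the number of lost peaks and for the share lost in super-enhancers, a *q* threshold of 0.05 in the control list for that share, a *q* threshold of 0.05 for ARID1A peaks over BRD4 peaks, and only genes with an H3K27Ac peak. Over 17 results and 47 alternatives, 42 of them planned, 20 values stayed the same, 27 moved and none reversed. At a *q* threshold of 0.05, ARID1A gave 839 peaks, 769 genes, 148 genes with a super-enhancer, 5 of the 44 OC differentiation genes (10 at a *p* threshold of 0.001), and 24.0% of peaks inside super-enhancers. At a *p* threshold of 0.05 it gave 56540 peaks and 3.59% inside. The counts move by construction, as the thresholds keep fewer or more peaks. Every proximal gene of a super-enhancer gave 2414 genes. The share of ARID1A peaks over BRD4 peaks was 13.3% at a *p* threshold of 0.001 for both, 19.2% at a *p* threshold of 0.001 for ARID1A alone, 40.8% at a *q* threshold of 0.05 for ARID1A and 4.79% when at least 50% of either peak had to be shared. The OC differentiation ratio was 5.22 in promoters and 2.34 among genes with an H3K27Ac peak. ARID1A-dependent BRD4 peaks numbered 798 at a *q* threshold of 0.05 in the control list and 1531 at a *q* threshold of 0.05 in both, and the share lost inside super-enhancers was 32.1% against *Arid1a*-deficient peaks at a *p* threshold of 0.001, 31.3% with at least 50% of the peak covered, 32.0% with as many *Arid1a*-deficient as control peaks, 7.85% at a *q* threshold of 0.05 in the control list and 38.4% at a *q* threshold of 0.05 in both lists. In the *Nfatc1* super-enhancer 4 of 10 *Arid1a*-deficient BRD4 peaks passed a *p* threshold of 0.001. The PU.1 ratio at ARID1A peaks was 4.01 for any Ets core and 5.16 over whole peaks, and at ARID1A-dependent BRD4 sites 1.05 against windows 5 kb to each side, where its interval includes 1. The AP-1 ratio was 1.36 with 1 mismatch and 5.53 against those windows. For values other than counts by threshold the cause was not tested. With 1 library per condition and no coverage below the listed threshold, depth limits each list to peaks of at least a few reads.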

Differences from the paper's values

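The comparisons of BRD4 peaks at a *q* threshold of 0.05 in both lists and of genes with an H3K27Ac peak were chosen after the values were seen.

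The paper gives 828 ARID1A peaks at a *p* threshold of 0.001, and the deposited list gave 7485. Of the alternatives set before the data were examined, a *q* threshold of 0.05 came within 1.5 times (839), and every listed peak (56540) and autosomes with chromosome X (7480) did not. The paper gives 758 ARID1A-occupied genes, where the authors' annotation at a *p* threshold of 0.001 gave 5495. At a *q* threshold of 0.05 it gave 769, within 1.5 times, and with peaks within 50 kb of the TSS 4636, which is not. The paper states no threshold for this count. For genes in common with the super-enhancers the paper gives 143, and 449 were found, all 143 of the paper's among them. At a *q* threshold of 0.05 the number was 148, within 1.5 times, with 31 of the paper's genes dropped, while every listed peak (588), an ARID1A peak inside the super-enhancer (521) and the genes of Supplementary Data 1 (449) stayed outside. Of the 44 OC differentiation genes the paper's tables hold 3 in common, and 10 were found, with 11 at a *p* threshold of 0.05 and 5 at a *q* threshold of 0.05, all outside 1.5 times.

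The paper gives 1298 ARID1A-dependent BRD4 peaks at a *p* threshold of 0.001, and 13190 were found. None of the alternatives set before the data were examined came within 1.5 times, with 15357 against *Arid1a*-deficient peaks at a *p* threshold of 0.001, 14710 with at least 50% of the peak, 798 at a *q* threshold of 0.05 in the control list and 15342 with as many *Arid1a*-deficient peaks. With a *q* threshold of 0.05 in both lists, chosen after the values were seen, the number was 1531, within 1.5 times. The paper lists none of its called peaks, so how many this setting drops is not known.

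The paper states that OC differentiation was enriched on no genes but the common ones of ARID1A and BRD4. Genes with ARID1A-specific peaks held 1.55 times and genes with BRD4-specific peaks 1.61 times the share of all protein-coding genes, both at the 100th percentile of matched random lists. The paper shows the top KEGG pathways of a hypergeometric test, while the list used here was written from memory of the pathway. A gene with a specific peak can also hold an overlapping pair, so these sets are not genes of ARID1A or BRD4 alone. These ratios therefore do not repeat the paper's test. With ARID1A peaks at a *p* threshold of 0.001 the ARID1A-specific ratio was 2.06, at percentile 99.8. It did not reach the 95th percentile with promoter peaks (1.08, percentile 35.1), for the 44 genes of Supplementary Data 3 (1.26, interval 0.882 to 1.63, percentile 92.9) or, chosen after the values were seen, among genes with an H3K27Ac peak (1.15, interval 0.980 to 1.30, percentile 91.6). The BRD4-specific ratio stayed above the 95th percentile in each of these settings, with 1.66 (percentile 100) for ARID1A peaks at a *p* threshold of 0.001, 1.90 (99.9) for promoter peaks, 1.53 (99.8) for the 44 genes and 1.25 (99.3) among genes with an H3K27Ac peak. The paper takes E1, E2 and E3 from peaks of ARID1A and H3K27Ac. The ARID1A list has a peak at E3 and none at E1 or E2, and the H3K27Ac list has a peak at each. The paper assigned genes to super-enhancers within 50 kb, and of 747 super-enhancers whose assigned gene was found in the annotation, 39 had no transcript start of that gene that close, while 708 had. The paper finds the PU.1 motif among the top motifs of ARID1A-dependent BRD4 sites. Over the 13190 sites found here, against 1298 in the paper, its ratio was 1.51 against shuffled sequences and 1.05 against nearby windows, while at ARID1A peaks, where the paper also finds it, the ratio was 6.88. At the 1708 of these sites in H3K27Ac peaks the motif was over-represented, as in the paper, with a ratio of 3.62 against shuffled sequences. The 1531 sites at a *q* threshold of 0.05 in both lists, nearer in number to the paper's 1298, were not scanned for motifs.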

Other observations

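The test of the PU.1 motif reported here was planned before its result was seen.

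BRD4 peaks at a *q* threshold of 0.05 were found in both genotypes at genes of OCs, of lysosomes and of monocytes and macrophages, and at housekeeping genes. In the *Arid1a*-deficient list they lay at 14 of 26 OC effector genes, 3.49 times the share of all protein-coding genes, among them *Atp6v0d2*, a subunit of the proton pump, *Ctsk*, *Src* and *Tcirg1*, and at 17 of 31 lysosomal genes (3.56 times). They lay at 22 of 38 genes of RANK signaling and OC TFs (3.76 times), among them *Fos*, *Junb*, *Mitf*, *Spi1* and *Syk*. Neither list had one at *Nfatc1*. At *Cited2* the strongest *Arid1a*-deficient BRD4 peak had a fold enrichment of 9.54 (chromosome 10, 17597770 to 17599458). In the control list such peaks lay at 8 of 26 OC effector genes (4.66 times) and 14 of 38 genes of RANK signaling and OC TFs (5.58 times). Monocyte and macrophage genes had them at 10 of 26 in the control list (5.83 times) and 15 of 26 in the *Arid1a*-deficient list (3.74 times). Housekeeping genes had them at 8 of 14 in each list, 8.66 times the share of all protein-coding genes in the control and 3.71 times in the *Arid1a*-deficient list, so such peaks are not specific to the OC lineage. Among genes with an H3K27Ac peak only, the control ratios were 2.86 for OC effector, 3.25 for RANK signaling and OC TF, 3.51 for monocyte and macrophage and 5.28 for housekeeping genes. In the *Arid1a*-deficient list these ratios were 2.57, 2.29, 2.28 and 2.37, and that for lysosomal genes was 2.00. The lists differ in length, so these counts do not show a change between genotypes.

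Peaks were counted at the OC fusion and resorption genes that the paper uses as markers, by the gene named in the authors' annotation. *Ctsk* had 7 control BRD4 peaks at a *p* threshold of 0.001 and no ARID1A peak. The super-enhancer that covers *Ctsk* held 1 ARID1A peak at that threshold, named for *Ctss* (chromosome 3, 95428575 to 95428924). *Dcstamp* had 1 control BRD4 peak and no ARID1A peak, and *Acp5* had 1 of each. *Mmp9* had 1 ARID1A peak (chromosome 2, 164784817 to 164785164) and no control BRD4 peak, and *Ocstamp* had no peak in any list. *Mdm2*, which encodes the ubiquitin ligase of p53, lay at the super-enhancer of rank 135, which held 3 control BRD4 peaks with a fold enrichment of up to 5.71 and no ARID1A peak at a *p* threshold of 0.001.

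One hypothesis was that the PU.1 motif marks BRD4 sites that depend on ARID1A. The motif was in 1.47% of control BRD4 peaks without an *Arid1a*-deficient counterpart and in 4.28% of those with one, which goes against it over all peaks. Within H3K27Ac peaks the shares were 4.63% and 5.44% with overlapping intervals, so a difference was not detectable there.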
